# The expression of long noncoding RNA NEAT1 is reduced in schizophrenia and modulates oligodendrocytes transcription

**DOI:** 10.1038/s41537-019-0071-2

**Published:** 2019-01-29

**Authors:** Pavel Katsel, Panos Roussos, Peter Fam, Sonia Khan, Weilun Tan, Tetsuro Hirose, Shinichi Nakagawa, Mikhail V. Pletnikov, Vahram Haroutunian

## Abstract

Oligodendrocyte (OLG)-related abnormalities have been broadly observed in schizophrenia (SZ); however, the etiology of these abnormalities remains unknown. As SZ is broadly believed to be a developmental disorder, the etiology of the myelin abnormalities in SZ may be related to OLG fate specification during development. Noncoding RNAs (ncRNAs) are an important part of multifaceted transcriptional complexes participating in neurogenic commitment and regulation of postmitotic cell function. The long ncRNA, *NEAT1*, is a structural component of paraspeckles (subnuclear bodies in interchromatin regions) that may control activity of developmental enhancers of OLG fate specification. Gene expression studies of multiple cortical regions from individuals with SZ showed strong downregulation of *NEAT1* levels relative to controls. *NEAT1*-deficient mice show significant decreases in the numbers of OLG-lineage cells in the frontal cortex. To gain further insight into biological processes affected by *NEAT1* deficiency, we analyzed RNA-seq data from frontal cortex of *NEAT1*^*-/-*^ mice. Analyses of differentially expressed gene signature from *NEAT1*^-/-^ mice revealed a significant impact on processes related to OLG differentiation and RNA posttranscriptional modification with the underlying mechanisms involving Wnt signaling, cell contact interactions, and regulation of cholesterol/lipid metabolism. Additional studies revealed evidence of co-expression of *SOX10*, an OLG transcription factor, and *NEAT1*, and showed enrichment of OLG-specific transcripts in *NEAT1* purified chromatin isolates from human frontal cortex. Reduced nuclear retention of quaking isoform 5 in *NEAT1*^*-/-*^ mice shed light on possible mechanism(s) responsible for reduced expression of OLG/myelin proteins and supported the involvement of *NEAT1* in oligodendrocyte function.

## INTRODUCTION

Oligodendrocytes (OLG) dysfunction and myelin deficit are now well-established contributors to the pathophysiology of schizophrenia (SZ) (reviewed in ref. ^1^). The cause of broad range OLG-specific abnormalities in SZ remains unknown. Cell cycle abnormalities and incomplete differentiation of OLGs^2,3^ have been proposed as potential mechanisms that can impart reduced expression of the extensive list of OLG-specific genes seen in SZ. Whether these abnormalities are consequential to developmental or adulthood impairments, or to both, is uncertain.

The nuclei of higher eukaryotes are organized in subnuclear compartments^4^ and contain distinct subnuclear structures comprised groups of proteins and non-protein-coding RNAs (lncRNA, > 200 nt) that participate in specific nuclear processes.^5^ Many lncRNAs exhibit dynamic expression patterns during neuronal and glial cell lineage specification.^6^ *NEAT1*, nuclear-enriched abundant transcript 1 (aliases: TNCRNA, NCRNA00084), belongs to the group of lncRNA exhibiting highly abundant gene expression in the brain.^7,8^ Depletion of *NEAT1* leads to disintegration of paraspeckle^5^ subnuclear bodies, suggesting that *NEAT1* is a structural determinant of paraspeckles^9^ and serves as a scaffold for the bound core paraspeckle proteins: *PSPC1*, *FUS*, *NONO*, *TDP43*, and *SFPQ.*^9^ Two isoforms of *NEAT1* that share the same promoter are recognized, but differ in 3′-ends and length (3.7 and 23 kb in human and 3.2/ 20 kb in mice).^10^ *Neat1* and paraspeckles have been proposed to control stress responses,^11^ activation of innate immune responses,^12^ and cellular differentiation^13^ by sequestering RNA- and DNA-binding proteins,^11^ thus altering the epigenetic landscape of target gene promoters in favor of transcription.^14,15^ Changes in *NEAT1* expression have been found to be associated with development of multiple cancers^14,16^ and neurodegenerative diseases.^17,18^ These extensive regulatory functions of *NEAT1*-paraspeckle complexes together with its involvement in mRNA editing and retention^19^ provide mechanisms through which changes in *NEAT1* mRNA levels can strongly impact cellular function. Robust changes in *NEAT1* expression observed in mouse OLG precursors during differentiation suggested that *NEAT1* might dynamically modulate seminal fate decision within the OLG lineage.^20^

In the studies described below, we found dramatic downregulation of *NEAT1* in cerebrocortical regions of individuals with SZ compared with controls and show that *NEAT1* loss is associated with reduced populations of OLG-lineage cells and myelin-related gene expression changes in a NEAT1^-/-^ mouse model. These findings suggest a strong relationship between oligodendrogenesis/OLG-myelin gene expression and *NEAT1* expression, and that reduced *NEAT1* expression may be upstream of the oligodendroglial abnormalities observed in SZ.

## RESULTS

### NEAT1 is the top downregulated RNA transcript across multiple cortical regions in SZ

*NEAT1* sequences are represented by several probes on the HG-U133AB (Affymetrix) microarray chip recognizing both short and long variants of *NEAT1*. Analysis of variance for the expression of total (short + long) and the long variant of *NEAT1* (based on the probes: 224565_at and 225239_at, Table S2) derived from a previously described^21,22^ microarray study revealed a significant main effect of SZ diagnosis (F_1,506_ = 72.7, one-way analysis of variance (ANOVA); *p* = 1.7E − 16) for total *NEAT1* (short + long), and for the long variant (Table S2) of *NEAT1* (F_1,506_ = 21.7, one-way ANOVA; *p* = 4E − 06). Total *NEAT1* RNA levels were significantly decreased in all 14 cortical regions studied and, in the hippocampus (HIPP), caudate, and putamen of persons with SZ (Fig. 1, Table S3), whereas long*NEAT1* RNA levels were decreased only in the parietal cortex (BA7) of persons with SZ (Fig. 1, Table S3). However, when Brodmann areas were pooled on the basis of cortical lobe subdivision, the long*NEAT1* RNA levels were significantly decreased in frontal, temporal, and parietal cortices of individuals with SZ (Table S4). The total *NEAT1* mRNA level decrease in SZ was additionally validated in HIPP from an independent set of samples using quantitative PCR (qPCR) (F_1,45_ = 5.89, one-way ANOVA, *p* = 0.008, Fig S1). No significant correlations between potential covariates (age, pH, PMI, RIN, and gender) with total NEAT1 mRNA were detected in the full sample set. Although all donors with SZ had been exposed to antipsychotic medications for many years, a small subset (*N* = 5) in the qPCR study had been free of neuroleptic medication before death (for 4 weeks to 7 years; SZoff). No significant difference between SZ and SZoff groups was apparent (Student’s two-tailed *t*-test; *p* = 0.311, Fig S1), suggesting that the observed reduction of NEAT1 mRNA levels was independent of the acute effects of antipsychotic medications.

**Fig. 1:**
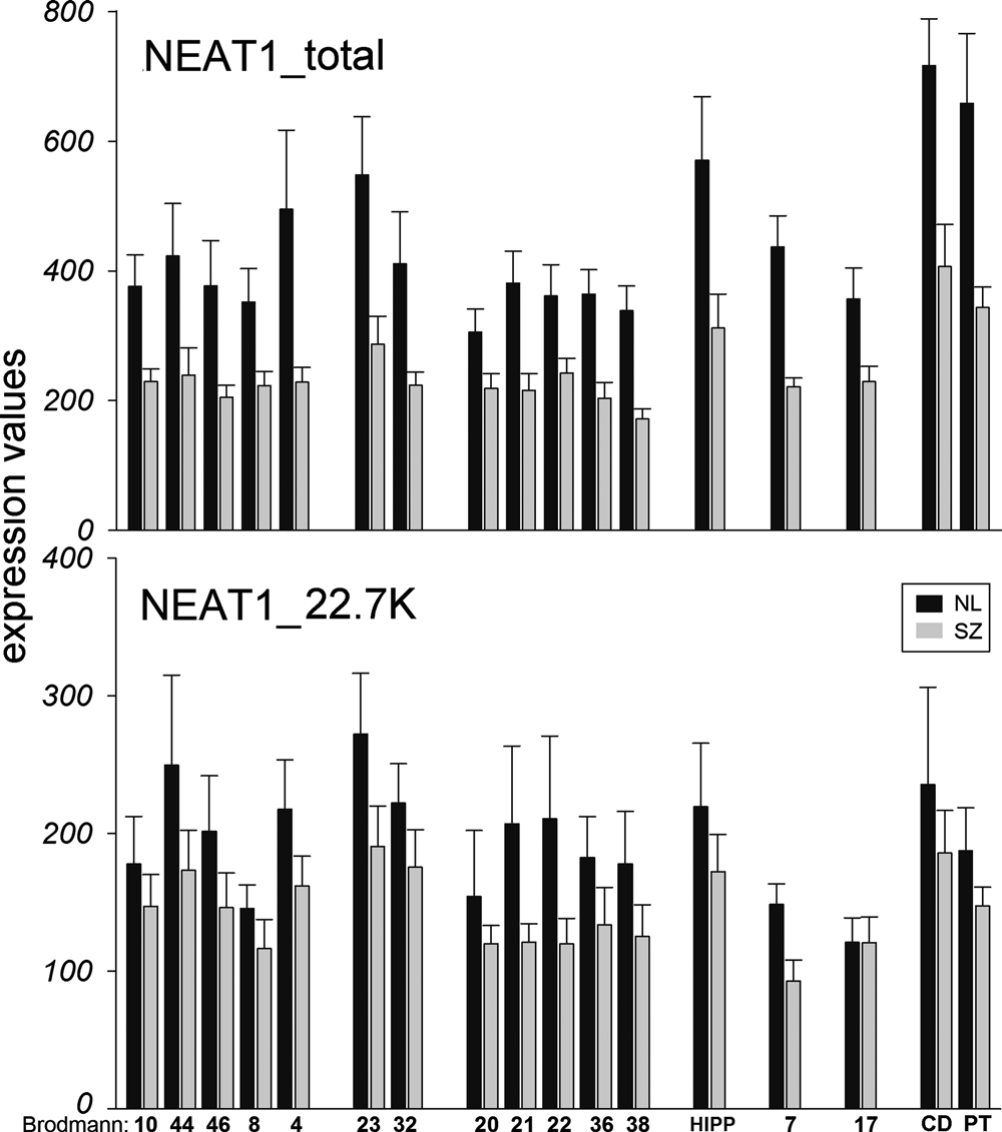
Gene expression changes of total *NEAT1* and long isoform *NEAT1_22.7* *K* in 17 brain regions in schizophrenia. Cortical Brodmann areas are marked. *HIPP* hippocampus, *CD* caudate, *PT* putamen. Data are expressed as mean ± SEM. Diagnosis effects are summarized in Tables S3 and S4

### Expression of Neat1 in OLG and effect of Neat1 knockout on OLG-lineage cells

As *NEAT1* was present in OLG-specific gene clusters in the human microarray studies in SZ^22^ we performed in situ hybridization (ISH) of *Neat1* and *Sox10* (SRY-Box 10, OLG-lineage marker) in coronal sections of mouse and human brains. Strong expression of *Neat1* and *Sox10* was detected in nuclei of OLG-lineage cells in the frontal cortex and the striatum of control mice (Fig. 2a). The signal for *Neat1* (Fig. 2a) was almost abolished in the same regions of Neat1^-/-^ mice.^8^ ISH confirmed the presence of *NEAT1* in *SOX10*-positive nuclei of OLG-lineage cells in human cingulate cortex (Fig. 2b). To asses the effect of *Neat1* loss on OLG-lineage cells, we measured the numbers of OLGs (*Olig2*^+^) and neuronal (*NeuN*^+^) cell populations from frontal cortex of adult controls and Neat1^-/-^ mice using flow cytometry (Fig. 2c). Two well distinguished populations of OLGs were detected in controls representing OLG progenitors (*Olig2*^+high^) and mature OLGs *(Olig2*^+low^).^23^ Although *Olig2* (OLG-lineage transcription factor 2) is transiently expressed in developing neonatal astrocytes in the cerebral cortex, in adult mice *Olig2* is expressed exclusively in OLGs.^24^ A significant decrease of *Olig2*^+high^ cells (Student’s two-tailed *t*-test; *p*_s_ < 0.01) was detected in Neat1^-/-^mice, whereas the numbers of neurons (NeuN^+^), microglia, and astrocytes (*Olig2* and *NeuN* negative) were not significantly affected.

**Fig. 2:**
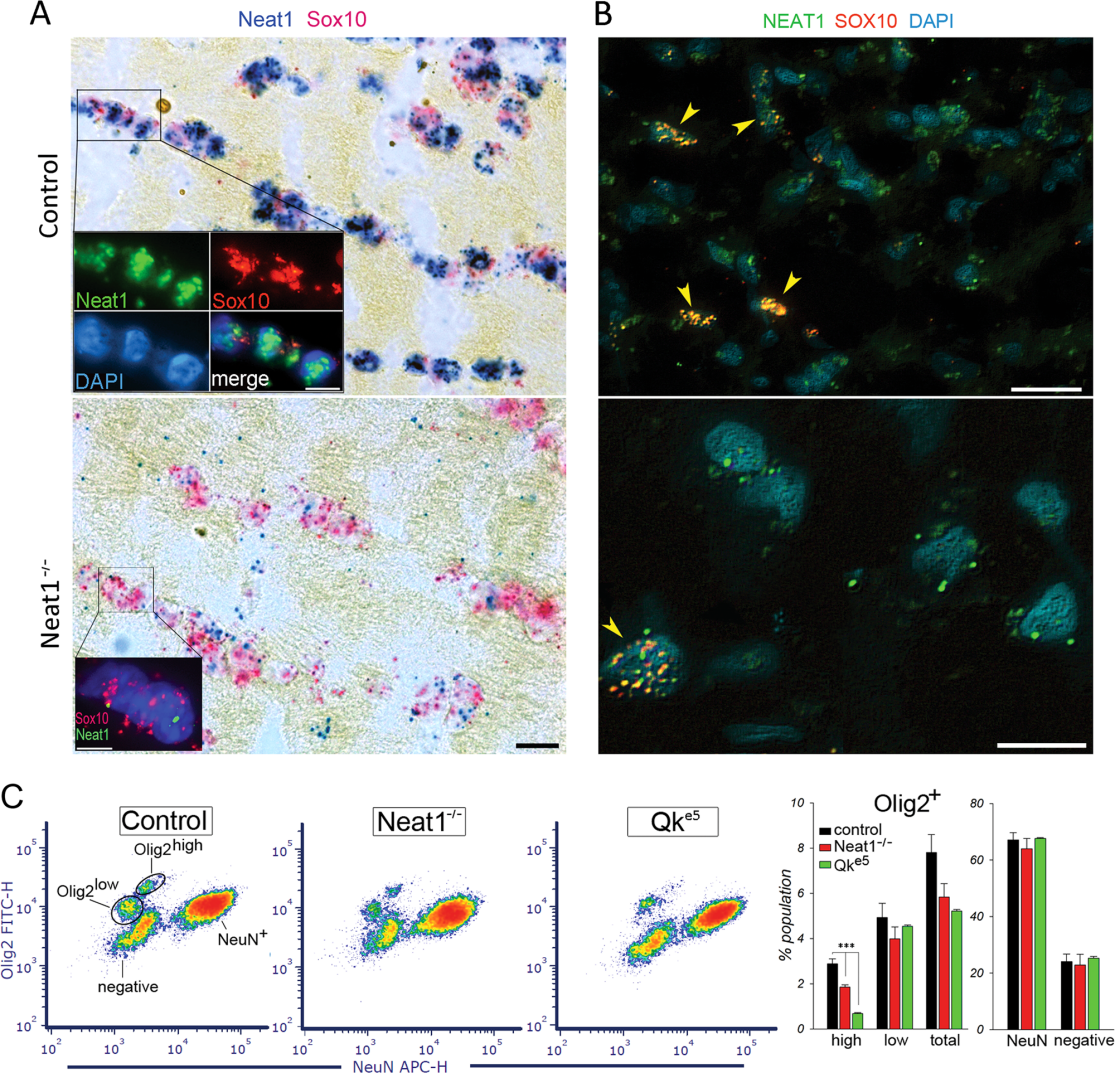
*Neat1* is expressed in OLGs and its knockout affects forebrain OLG-lineage cells. **a** Bright-field images of *Neat1* and *Sox10* ISH in murine striatum. Inserts from the frame: Fluorescent ISH for *Neat1* and *Sox10*. Cell nuclei were counterstained with DAPI. The scale bars, 10 µm. Lower panel: Neat1^-/-^ mice show depleted *Neat1* expression. **b** Fluorescent ISH for *NEAT1* and *SOX10* in human cingulate cortex (BA32). OLGs nuclei colocalization of *NEAT1* and *SOX10* is marked by arrowheads. Scale bars are 20 (upper) and 10 (lower) µm. **c** Flow cytometry scatter plots and analysis of *Olig2*^+^ and *NeuN*^+^ labeled cells from forebrains of controls, Neat1^-/-^, and Qk^e5^ mice. Data are expressed as mean ± SEM (*N* = 5/group). ***Student’s two-tailed *t*-test; *p* < 0.001

### Loss of lncRNA-Neat1 affects gene expression of ~1000 coding and noncoding RNAs in frontal cortex of Neat1^-/-^ knockout mice

To study the downstream effect of *Neat1* RNA deficiency, we performed RNA-seq on frontal cortical specimens derived from adult 2–4 months old Neat1^-/-^ mice. 

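RNA-seq libraries came from the frontal cortex of 5 wild-type (WT) mice, aged 2, 2, 3, 4 and 4 months, and 4 Neat1-/- mice, aged 2, 3, 3 and 4 months, all female. The Neat1-/- allele carries lacZ and polyadenylation signals just downstream of the Neat1 transcriptional start site. The libraries were made from RNA depleted of ribosomal RNA. The authors deposited raw counts per Ensembl gene and a table of normalized log2 expression for 13456 of those genes. The deposited counts summed to between 51276067 and 62819932 per library in WT mice (median 60667408) and to between 52629603 and 64648856 in Neat1-/- mice (median 59476917). From the counts, 19753 genes passed edgeR's filter on low counts and were tested with edgeR's quasi-likelihood test, with TMM normalization, age in months as a covariate and Benjamini-Hochberg adjustment. Levels are given as TMM-normalized CPM (counts scaled to a library of 1e+06), with the SD over mice. Gene names and GRCm38 positions were taken from the GENCODE annotation by Ensembl ID, and 97.5% of the IDs had a name. Neither the labels nor the paper's text state whether the counting used the strand of the reads.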

Preliminary studies showed that these mice were viable and fertile under laboratory conditions, showing no evident grossly altered phenotypes except for the disappearance of paraspeckles.^8^ Both qPCR (Fig. S3) and RNA-seq showed near-complete depletion of *Neat1* RNA levels (logFC = −3.19, Student’s two-tailed *t*-test; *p* = 6.4E − 09, Fig. 3). 

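Neat1 RNA, the scaffold of paraspeckles, was 10.0-fold lower in the frontal cortex of Neat1-/- mice than in WT mice. Its level was 81.5 ± 23.0 CPM (SD, n = 5) in WT mice and 8.14 ± 1.18 CPM (SD, n = 4) in Neat1-/- mice, so that 10.0% of the WT level was still counted on the gene. The genes of paraspeckle proteins did not move with it: Sfpq had a log2 fold change of -0.02 (standard error 0.042) and Nono one of 0.01 (standard error 0.035). Neat1 (ENSMUSG00000092274) lies on chromosome 19 from 5824708 to 5845478. The log2 fold change was -3.33 (standard error 0.19, adjusted p = 1.27e-06 from edgeR's quasi-likelihood test). Each Neat1-/- mouse had a lower level than each WT mouse (two-sided exact permutation test, p = 0.00794, the smallest that 5 mice against 4 allow). Of 24 genes of paraspeckle proteins, listed before the data were examined, 0 passed an adjusted p of 0.05 from edgeR, DESeq2 or limma, 0 when adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05 from edgeR. The list did not stand apart from other genes (camera, adjusted p = 0.19, and adjusted p = 0.703 with an estimated correlation), though it passed in 2 of 21 alternatives.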

Initial examination of RNA-seq data by principle component analysis (PCA, Fig. 3a) showed two principle components that were mutually uncorrelated and orthogonal. 

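In the principal components of log2 CPM, WT replicates 3 and 4 lay apart from the other 7 libraries along PC1. The PC1 scores of WT replicates 3 and 4 were 47.7 and 42.1, against -17.8 to -4.80 for the other libraries. Choroid plexus and ependymal genes were at their highest in WT replicate 3, with a median 0.90 above the mean of the 9 libraries on the log2 scale, and genes of meningeal fibroblasts at their lowest in WT replicate 4, with a median of -1.13. These libraries did not share either trait, with choroid genes at 0.05 in WT replicate 4 and meningeal genes at 0.12 in WT replicate 3. Both held more counts in gene models of the GENCODE types TEC and sense intronic. Their shares were 0.234% and 0.212%, against at most 0.136% in the other 7 libraries. PC1 held 33.8% of the variance and PC2 11.4%. Genotype accounted for 20.9% of the variance along PC1 (two-sided exact permutation test, p = 0.357) and for 30.4% along PC2 (two-sided exact permutation test, p = 0.119). In the deposited normalized values, from which the authors had removed covariates, PC1 held 25.4% of the variance. Genotype accounted for 90.5% of the variance along it (two-sided exact permutation test, p = 0.00794). That p cannot decide the separation, since the covariates were removed before the test and hold 21.7% of the genotype difference.

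**Figure D1:**
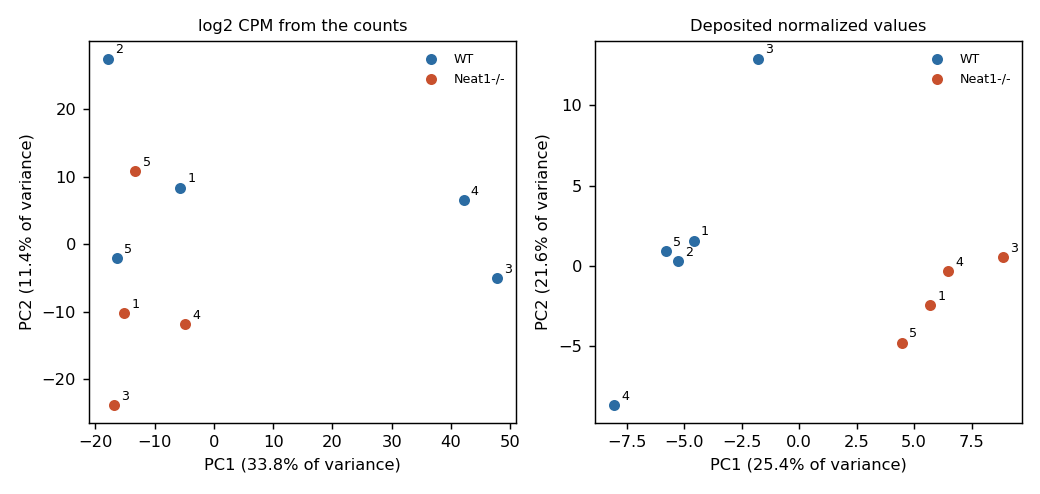
Scores of each library on the first 2 principal components, from log2 CPM of the counts (left) and from the deposited normalized values (right); points are mice, numbered by replicate and coloured by genotype. WT replicates 3 and 4 have PC1 scores of 47.7 and 42.1 on the left; on the right every Neat1-/- mouse has a PC1 score above every WT mouse.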

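Average-linkage clustering of the 9 libraries on 1 minus the Pearson correlation of log2 CPM put WT replicates 3 and 4 in 1 cluster and the other 3 WT mice with all 4 Neat1-/- mice in the other. On the deposited normalized values, the 4 Neat1-/- mice formed a branch that held no WT mouse. On log2 CPM they formed such a branch only when WT replicate 5 was left out, of the 9 libraries left out in turn.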

Hierarchical cluster tree analysis (Fig. 3b) showed that joined nodes from Neat1^-/-^ samples were distanced from control subset cluster confirming the results of the PCA. One thousand three hundred and fifty-nine genes were differentially expressed in the frontal cortex of Neat1^-/-^ mice (Fig. 3c). 

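In the frontal cortex of Neat1-/- mice, 843 genes were higher and 796 were lower than in WT mice at an unadjusted p under 0.05 from edgeR. Most of these differences were small, with a median of 1.15-fold, and 156 of the 1639 genes differed by 2-fold or more. The balance of directions depended on the scaling, with 648 higher and 947 lower by library size alone and 796 and 817 with DESeq2's size factors; limma, a different test with sample weights, gave 1087 and 868. Proteins of the cytosolic ribosome were prominent among the higher genes: of 79, 54 were higher and 0 lower at that threshold, with a median log2 fold change of 0.11 over the list. Rpl4 was at 326 ± 13.0 CPM (SD, n = 5) in WT mice and at 352.6 ± 3.95 CPM (SD, n = 4) in Neat1-/- mice, a log2 fold change of 0.11 (standard error 0.033, adjusted p = 0.458 from edgeR). None of the 79 passed an adjusted p of 0.05 over all genes from edgeR, while DESeq2 called 7 and limma 1, and 43 were higher when adjusted over the list alone. As a list they were higher (camera, adjusted p = 8.68e-27), which did not hold with an estimated correlation between genes (adjusted p = 0.481 with an estimated correlation). WT replicates 3 and 4 had the lowest medians of the list, and without them, left out after the data had been seen, 25 of the 79 were higher at an unadjusted p under 0.05, with a median of 0.06. With 19753 genes tested, 988 would pass an unadjusted p of 0.05 by chance. Without WT replicate 4 there were 1073 genes at that threshold, without Neat1-/- replicate 3 1037, and without WT replicate 5 2879.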

Twenty-five of these differentially expressed genes (DEGs) withstood Benjamini–Hochberg^25^ multiple testing corrections (fold change range 2–50). 

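At an adjusted p under 0.05 from edgeR, 9 genes were higher and 5 lower in Neat1-/- mice. Among the higher genes were Frmd8os, Frmd8, Slc3a2, which encodes the heavy chain of amino acid transporters, the reticulon Rtn3, the endonuclease subunit Mus81, B4gat1, Ppfia3 and ENSMUSG00000097188, which has no name in the annotation. The lower genes were Neat1, Cd6, Malat1, the kinase Map4k2 and Bbs1, a component of the BBSome. Of these 14 genes, 11 lie on chromosome 19. Rtn3 rose from 532 ± 13.9 CPM (SD, n = 5) to 661 ± 5.62 CPM (SD, n = 4), a log2 fold change of 0.31 (standard error 0.026, adjusted p = 0.000102 from edgeR). Ppfia3, on chromosome 7, had a log2 fold change of 0.22 (standard error 0.031, adjusted p = 0.0171 from edgeR). In all 14, the Neat1-/- mice lay wholly above or wholly below the WT mice, which was so for 2.67% of all genes tested, where chance gives 1.59%. The count of called genes depended on the test, with 75 from DESeq2 and 22 from limma, and all 14 were among both. It was 9 without WT replicate 1, 8 without Neat1-/- replicate 1 and 30 without WT replicate 5. Of 18 alternatives, Ppfia3 was called in 11 and B4gat1 in 7, with adjusted p values of up to 0.178 and 0.179, both without a Neat1-/- mouse (replicates 1 and 5). Bbs1 was called in 14, with an adjusted p of up to 0.0966, ENSMUSG00000097188 in 15, with one of up to 0.0674, and Map4k2 in 17.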

Four (including *Neat1*; > 1000 fold change) of the top five DEGs were adjacent to the *Neat1* locus (chromosome 19; Fig. 3c,d; Table S5) and include *Frmd8* (~30 fold), *Malat1* (~3-fold), and *Cd6* (>1000 fold). 

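The genes with the smallest p values were Frmd8os, Frmd8, Cd6, Neat1 and Rtn3, all on chromosome 19. Frmd8os, a noncoding RNA antisense to Frmd8, was nearly silent in WT mice at 0.0556 ± 0.0328 CPM (SD, n = 5) and stood at 8.96 ± 0.412 CPM (SD, n = 4) in Neat1-/- mice. Frmd8, which encodes a FERM domain protein, rose 2.83-fold, from 15.4 ± 1.26 to 43.5 ± 1.29 CPM. Cd6, a receptor of lymphocytes, fell 8.61-fold, from 3.68 ± 0.477 to 0.424 ± 0.0625 CPM, and Malat1, an abundant nuclear lncRNA, fell 1.51-fold, from 11978 ± 1111 to 7936 ± 575 CPM. The log2 fold changes were 7.30 for Frmd8os (standard error 0.21, adjusted p = 7.78e-10 from edgeR), 1.50 for Frmd8 (standard error 0.057, adjusted p = 1.6e-08), -3.11 for Cd6 (standard error 0.17, adjusted p = 1.21e-06) and -0.60 for Malat1 (standard error 0.060, adjusted p = 0.000772). Frmd8os starts 145 bp beyond the 5′ end of Neat1, on the other strand, and overlaps Frmd8 by 1687 bp. Without a stated strand in the counting, reads of Frmd8 and Frmd8os cannot be told apart where the genes overlap.

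**Figure D2:**
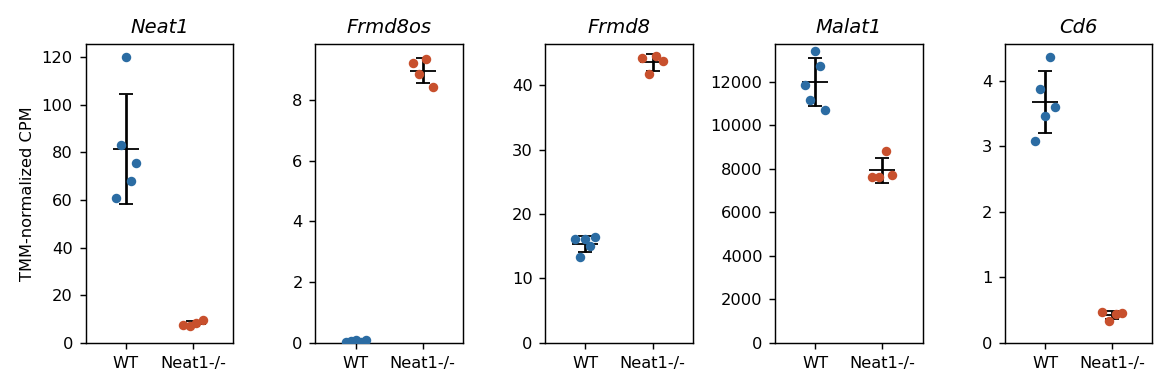
TMM-normalized CPM of 5 genes of chromosome 19 in each mouse; points are mice, horizontal bars means and error bars the SD (5 WT, 4 Neat1-/-). For each gene the Neat1-/- mice lie wholly above or wholly below the WT mice.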

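Genes around Neat1 on mouse chromosome 19 changed far more often than genes elsewhere. Within 5 Mb of Neat1, 11 of 235 tested genes passed an adjusted p of 0.05 from edgeR, 6 higher and 5 lower in Neat1-/- mice. The rest of chromosome 19, with 352 tested genes, held 0 at an adjusted p under 0.05, and 32 at an unadjusted p under 0.05. On the other chromosomes, 2 genes were called among 18982, Ppfia3 among them. Against all other genes tested, 3 of 19518, with ENSMUSG00000097188 of no known position among the 3, the share within 5 Mb was higher (two-sided Fisher's exact test, p = 1.9e-19). Of the 92 genes within 1 Mb, 28 were at an unadjusted p under 0.05, which is 30.4%, against 8.15% on the other chromosomes. From 1 to 5 Mb, Rtn3, Slc3a2 and Cd6 were called among 143 genes, and 17 of the 143, or 11.9%, were at an unadjusted p under 0.05 (two-sided Fisher's exact test against other chromosomes, p = 0.123).

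**Figure D3:**
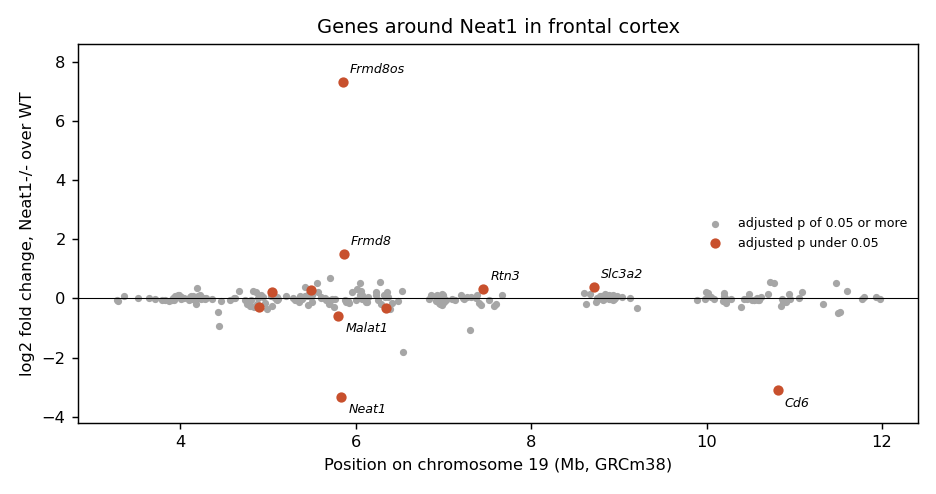
log2 fold change of each tested gene (Neat1-/- over WT) by its position on chromosome 19; coloured points passed an adjusted p of 0.05 from edgeR. Genes called as higher and genes called as lower lie on both sides of Neat1.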

A positional gene enrichment analysis^26^ of human homologs of Neat1^-/-^ DEGs confirmed that the region centered around *NEAT1* on human chromosome 11 had the highest enrichment score (168.5; the probability of having the observed number of DEGs in the region was calculated by the hypergeometric distribution, adjusted *p*-val were calculated using the minimum *p*-val cumulative distribution function; *p* = 1.83E −14; Fig. S2). This prompted us to investigate genomic region proximal to the *Neat1* locus.

**Fig. 3:**
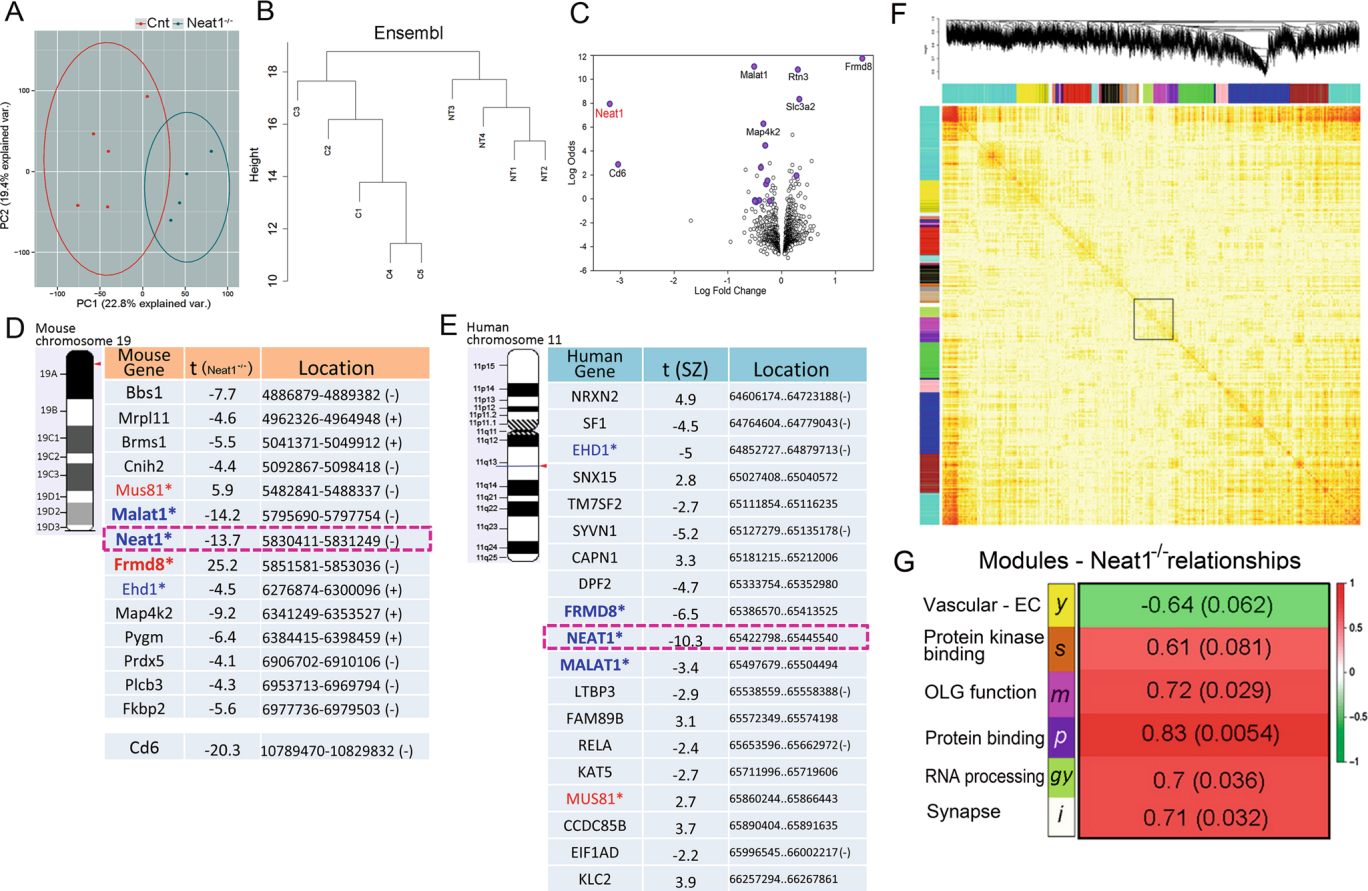
Differential gene expression analysis in frontal cortex of Neat1^-/-^ mice. **a** PCA of gene expression in frontal cortex between control (red) and Neat1^-/-^ (blue) mice. **b** Hierarchical cluster tree of RNA-seq samples shows separate clustering of samples from Neat1^-/-^ mice (*N* = 4) and controls (*N* = 5). **c** Volcano plot of mRNA expression. The DEGs located in Neat1 genomic region are marked. **d**, **e** DEGs in mouse (chr.19) and human (chr.11q13.1) genomic loci of *NEAT1* from Neat1^-/-^ mice and in SZ. Genes are organized based on the chromosome location, centered on *NEAT1*. Parentheses signs indicate DNA strand of transcription. Data are summarized in Tables S5–S6. Homologous genes are marked in bold (blue-downregulated; red-upregulated). **f** Hierarchical cluster tree of module’s eigengenes (top) co-expression network in murine frontal cortex and the topological overlap matrix (TOM) plot. The rows and columns represent the same set of genes sorted by the hierarchical clustering tree of TOM with modules represented by colored labels. The top affected modules highlighted by the rectangle. **g** Top affected modules associations with *Neat1* deletion. Numbers correspond to Pearson’s correlation (green to red gradient) and *p*-values (in brackets)

### Loss of Neat1 alters the expression profile of 21 transcripts proximal to its genomic locus

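Of the 21 genes of Table S5, 17 had lower and 4 had higher mean levels in Neat1-/- mice, the higher ones being Frmd8, Rtn3, Slc3a2 and Mus81. These genes were chosen by the study on the same samples, so their direction is not independent evidence. Map4k2, a kinase gene, fell from 92.3 ± 4.15 CPM (SD, n = 5) to 73.1 ± 3.00 CPM (SD, n = 4), and Bbs1 from 59.9 ± 2.39 to 48.5 ± 2.14 CPM. Mus81 rose from 21.5 ± 1.21 to 26.4 ± 1.00 CPM. Ehd1, which takes part in endocytic recycling, was at 28.8 ± 0.836 CPM in WT and 25.6 ± 0.784 CPM in Neat1-/- mice (log2 fold change -0.17, adjusted p = 0.355 from edgeR). Over all genes tested, 4 were higher and 5 lower at an adjusted p under 0.05 from edgeR, and 4 higher and 15 lower when adjusted over the list alone. Within 1 Mb of Neat1 lie 11 of them, within 2 Mb 16 and within 5 Mb 20, with Prpf19 at 5.05 Mb. The call of Mus81, at an adjusted p of 0.0488, was kept in 5 of 18 alternatives set before the data were examined.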

Further examination of the genes in the *Neat1* locus showed that 21 genes, positioned cis- and trans-, were significantly affected on mouse chromosome 19 and 19 of them within the ~3.9 Mb region centered around *Neat1* (Table S5 and Fig. 3c,d). The organization of the human and mouse *NEAT1* loci are similar. Nineteen genes were located within a 0.8 Mb region centered around *NEAT1* on human chromosome 11 (Table S6 and Fig. 3e). Five of these genes were *NEAT1*, *FRMD8*, *EHD1*, *MALAT1*, and *MUS81*, which are homologs of the mouse genes affected in Neat1^-/-^ frontal cortex. Analysis of the microarray dataset of 17 brain regions from individual with SZ showed that *NEAT1*, *FRMD8*, *EHD1*, and *MALAT1* were downregulated, whereas *MUS81* was upregulated in SZ, demonstrating directional similarity of the gene expression changes (except for the *FRMD8* mRNA levels) observed in SZ and Neat1^-/-^ mice, further corroborating possible association with downregulation of *NEAT1* in multiple brain regions in SZ.

### Functional enrichment of DEGs and gene co-expression networks in the frontal cortex of Neat1^-/-^ mice

We employed several annotation databases, including Metacore-Key pathway adviser, IPA, and ConsensusPathDB, to explore the neurobiological processes mediated by the DEG-associated pathways (1359 genes, Student’s two-tailed *t*-test; *p* < 0.05 without multiple testing correction). 

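Genes of Wnt signaling, of the extracellular matrix and of VEGF and TGF-beta signaling did not pass as lists in Neat1-/- mice. Ctnnb1, which encodes beta-catenin, was at 522 ± 34.8 CPM (SD, n = 5) in WT and 539 ± 9.29 CPM (SD, n = 4) in Neat1-/- mice, and Apc, a negative regulator of beta-catenin, at 547 ± 29.5 and 509 ± 18.5 CPM. Ncan, a proteoglycan of the brain matrix, had a log2 fold change of -0.02 (standard error 0.033), and Flt1, a VEGF receptor, one of -0.10 (standard error 0.046). Of 44 Wnt genes, listed before the data were examined, 1 was higher and 3 were lower at an unadjusted p under 0.05 from edgeR, and of 36 matrix genes 3 were higher and 1 lower. Of 30 VEGF and TGF-beta genes, 2 were higher and 1 was lower. None of these genes passed an adjusted p of 0.05 over all genes from edgeR or limma, while DESeq2 called 1, among the VEGF and TGF-beta genes. When adjusted over the list alone, 0 Wnt genes, 0 matrix genes and 1 VEGF or TGF-beta gene passed. The adjusted p of the lists from camera was 0.486 for Wnt, 0.695 for the matrix and 0.26 for VEGF and TGF-beta, and of 21 alternatives the lists passed in 1, 0 and 3. Without WT replicates 3 and 4, left out after the data had been seen, 2 matrix genes were higher and 8 lower at an unadjusted p under 0.05. Of the Wnt genes 2 were then higher and 4 lower. In that fit the matrix and Wnt lists leaned lower without passing (camera, adjusted p = 0.108 and 0.0765). The adjusted p for VEGF and TGF-beta was 0.394.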

Summary of the key pathways and networks (Table S7) indicates that several processes related to OLG differentiation and myelination were affected in the frontal cortex of Neat1^-/-^ mice with the underlying mechanisms involving Wnt signaling, extracellular matrix and cell contacts interactions, and *VEGF/TGF* tyrosine kinase receptor signaling. Most, if not all, of these pathways evidence significant impact on the regulation of lipid and cholesterol metabolism pathways, which can significantly influence myelination. In addition, cholesterol and sterol biosynthesis-related pathways were identified through gene set enrichment analysis (GSEA, Table S9).

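Enzymes of cholesterol biosynthesis were slightly higher in Neat1-/- mice as a list by camera, but not with an estimated correlation between genes. No list passed that test. Of 22 enzymes, listed before the data were examined, 21 had a positive log2 fold change, with a median of 0.16. Hmgcs1, which makes HMG-CoA, was at 335 ± 21.9 CPM (SD, n = 5) in WT and 373 ± 23.1 CPM (SD, n = 4) in Neat1-/- mice. Over all genes tested, 0 passed an adjusted p of 0.05 from edgeR, 5 from DESeq2 and 3 from limma. At an unadjusted p under 0.05, 16 were higher and 0 lower, and 15 were higher when adjusted over the list alone. The list as a whole was higher (camera, adjusted p = 1.89e-12), which did not hold with an estimated correlation (adjusted p = 0.322 with an estimated correlation) or with fry (adjusted p = 0.0568). Its median, relative to the mean of the 9 libraries, was 0.02 to 0.16 in Neat1-/- mice and -0.13 to -0.03 in WT mice. Without WT replicates 3 and 4, left out after the data had been seen, the median log2 fold change was 0.16. In that fit 13 enzymes were higher and 1 lower at an unadjusted p under 0.05. Of 24 other targets of the SREBF transcription factors, 9 were higher and 1 was lower at an unadjusted p under 0.05, 4 were higher when adjusted over the list alone, and the list was higher by camera (adjusted p = 0.0046, and adjusted p = 0.384 with an estimated correlation). Among them, Fasn, the fatty acid synthase, had a log2 fold change of 0.08 (standard error 0.030), and Scd2, a desaturase, one of 0.06 (standard error 0.028).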

Next, we employed weighted gene co-expression network analysis (WGCNA) to capture the coordinated gene expression patterns associated with *Neat1* loss. The co-expression networks illustrated by the heat maps of topological overlap matrix plots show the top modules (Fig. 3f, marked by rectangle) that evidenced strong association with Neat1 deletion. Three out of four significant (Pearson correlation; *p* < 0.05) modules (Fig. 3g): purple, magenta and ivory modules, were significantly overrepresented by OLG-specific genes (8.5%; Fisher’s exact test; *p* = 8.02E − 05) compared with neural cell types and vascular endothelial cells (mean = 2.4%). GSEA indicated close relationships with reduced OLG-specific cellular function (oligodendrocyte_markers (70 genes); down; Student’s two-tailed *t*-test; *p* = 0.043; Table S9). 

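Markers of mature oligodendrocytes (OLGs) were lower in Neat1-/- mice as a list by camera, by a small amount per gene. The list did not pass with an estimated correlation between genes (adjusted p = 0.555). Of 40 markers, listed before the data were examined, 39 had a negative log2 fold change, with a median of -0.23. Mbp, a main protein of myelin, was at 946 ± 122 CPM (SD, n = 5) in WT and 839 ± 162 CPM (SD, n = 4) in Neat1-/- mice. Markers of OLG progenitors had a median of -0.06 over 25 genes, among them Pdgfra, the growth factor receptor of progenitors, with a log2 fold change of -0.01 (standard error 0.055). Within WT mice the median of the mature markers ranged from -0.21 in replicate 2 to 0.21 in replicate 5, and within Neat1-/- mice from -0.31 in replicate 3 to 0.08 in replicate 1, relative to the mean of the 9 libraries. Over all genes tested, 0 mature and 0 progenitor markers passed an adjusted p of 0.05 from edgeR or limma, and DESeq2 called 2 of each. At an unadjusted p under 0.05, 15 mature markers were lower and 0 higher, and 2 were lower when adjusted over the list alone; of the progenitor markers 4 were lower and 1 higher, and 2 were lower when adjusted over the list alone. The mature list was lower by camera (adjusted p = 6.65e-10, and adjusted p = 0.555 with an estimated correlation), as was the progenitor list (adjusted p = 0.0116, adjusted p = 0.487 with an estimated correlation, and adjusted p = 0.212 without WT replicate 5). Without WT replicates 3 and 4, left out after the data had been seen, 7 mature markers, not 15, were lower at an unadjusted p under 0.05. The adjusted p of the mature list from camera was then 4.97e-06. That value cannot decide the question, since it uses the preset correlation of 0.01 and the estimated one was 0.716.

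**Figure D4:**
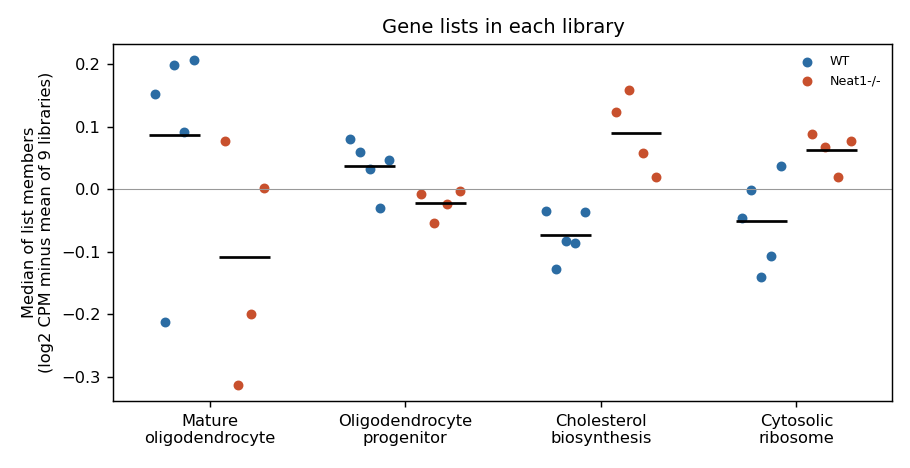
Median over the members of 4 gene lists in each mouse, as log2 CPM minus the mean of the 9 libraries; points are mice and black bars the means of the genotypes. WT replicate 2, at -0.21, lies among the Neat1-/- mice for the mature oligodendrocyte list.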

Magenta module was enriched with OLG-specific DEGs (Fig. 4a) and biological processes associated with OLG/glial cell differentiation (Fisher’s exact test; *p* = 0.0017; Fig. 4b and Table 1), which included well-known regulators of OLG-lineage specialization, such as *Olig1*, *Olig 2*, *Gpr17*, *Sox5*, *Sox8*, *Smarca4*, *Id2*, and *Id4*; purple module, which included *Neat1*, was enriched with protein binding and response to abiotic stimulus; ivory module showed synaptic vesicle exocytosis, axon terminus, and neuregulin-ErbB signaling; and green yellow module was characterized by the nucleus and biological processes associated with RNA binding and processing (Fisher’s exact test; *p* = 7.06E − 04; Fig. S4, Table S8). Furthermore, the magenta OLG module was significantly enriched with *WNT* signaling cascade pathways (Fisher’s exact test; *p*_s_ ≤ 0.003), including Wnt-mediated activation of dishevelled (Dvl).

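Among the regulators of the OLG lineage, Olig1 and Olig2, transcription factors of lineage specification, had lower levels in each Neat1-/- mouse than in each WT mouse, and Id2, an inhibitor of basic helix-loop-helix factors, had higher ones. Olig1 was at 42.0 ± 2.68 CPM (SD, n = 5) in WT and 35.0 ± 3.06 CPM (SD, n = 4) in Neat1-/- mice, Olig2 at 15.1 ± 0.962 and 11.4 ± 1.50 CPM, and Id2 at 109 ± 3.82 and 123 ± 3.00 CPM (for each, two-sided exact permutation test, p = 0.00794). The log2 fold changes were -0.26 for Olig1 (standard error 0.055), -0.40 for Olig2 (standard error 0.087) and 0.17 for Id2 (standard error 0.035), with adjusted p values from edgeR of 0.221, 0.264 and 0.193. Gpr17, a receptor of differentiating progenitors, had a log2 fold change of -0.27 (standard error 0.094), Smarca4, a chromatin remodeler, one of -0.07 (standard error 0.031), and Sox8 one of -0.06 (standard error 0.056). Sox5, with 0.05 (standard error 0.044), and Id4, with -0.02 (standard error 0.065), differed by little more than their errors or less. Without WT replicates 3 and 4, left out after the data had been seen, Sox5 was at 0.08 and Id4 at -0.12. With 2 covariates recovered from the deposited normalized values, also chosen after seeing the data, they were at 0.09 and -0.11. Neither gene passed an adjusted p of 0.05 in these fits. Of the 16 genes of Table 1, which the study chose on these samples, so that their direction is not independent evidence, 0 passed an adjusted p of 0.05 over all genes from edgeR or limma, and DESeq2 called 1 higher and 4 lower. At an unadjusted p under 0.05, 2 were higher and 10 lower, and 2 were higher and 6 lower when adjusted over the list alone. Of the 9 genes labelled in Fig. 4a, also chosen on these samples, 7 were lower at an unadjusted p under 0.05, and 6 when adjusted over the list alone. Both lists were lower by camera (adjusted p = 0.000838 and 3.05e-06), and neither with an estimated correlation (adjusted p = 0.384 and 0.322 with an estimated correlation). The paper states the effect of the deletion on these differentiation genes, together with fewer OLG-lineage cells, as a main finding.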

**Fig. 4:**
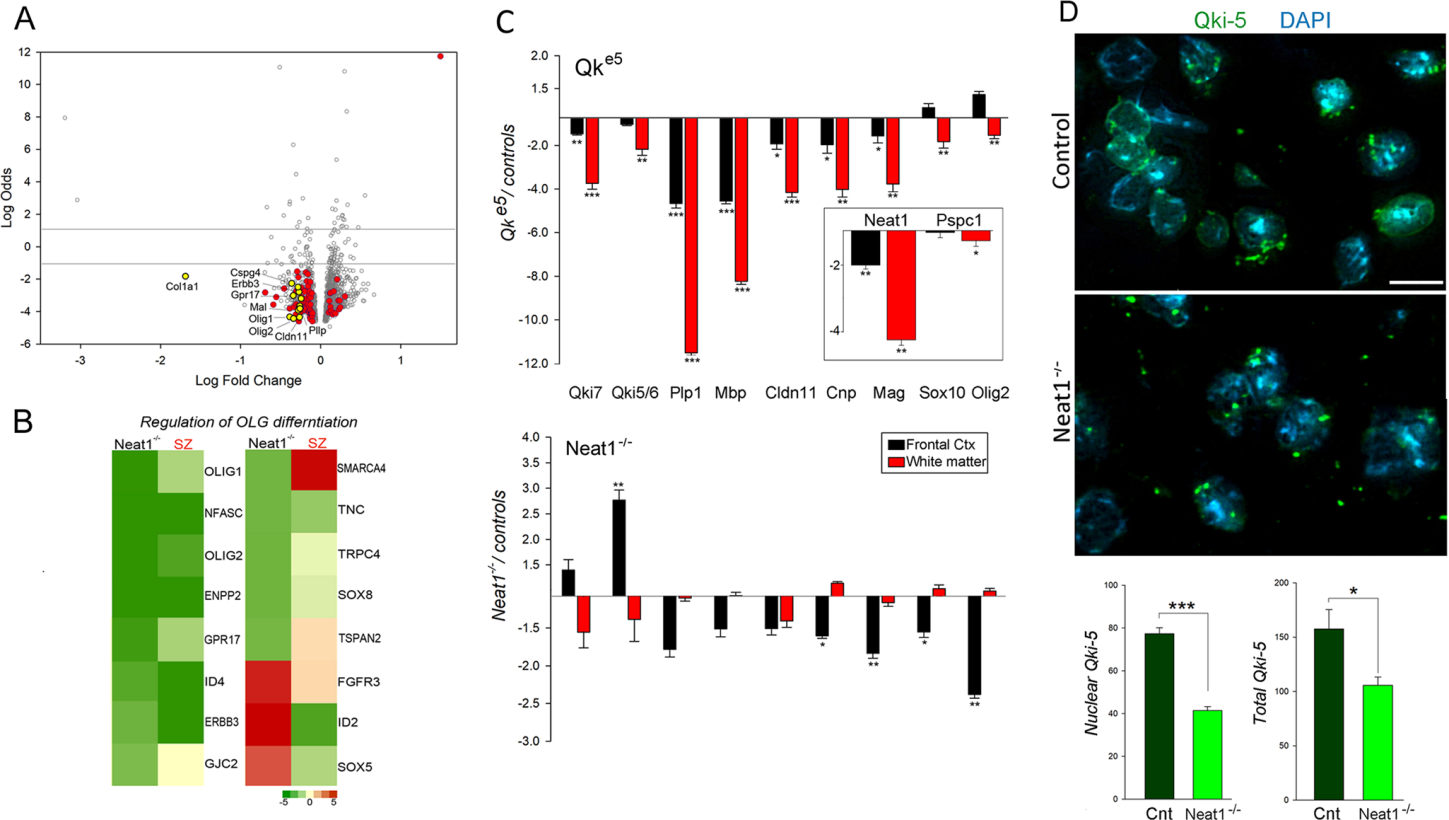
Neat1 expression is associated with OLG-specific markers. **a** Volcano plot of mRNA expression in frontal cortex of NEAT1^-/-^ compared with controls. The OLG-specific^66^ DEGs are highlighted (red) and labeled (yellow). **b** Heatmap showing gene expression of affected genes influencing OLG differentiation in Neat1^-/-^ and SZ. Scale indicates expression relative to their appropriate controls; *t*-scores and *p*-values are shown in Table 1. **c** Ratio plots (fold change ± SEM) of mRNA levels of OLG-specific genes, in the frontal cortex and white matter of Qki^e5^ and Neat1^-/-^ mice as determined by qPCR analyses (*n* = 6/group for Qki^e5^ and *n* = 5/group for Neat1^-/-^). Insert plot shows ratios for *Pspc1* and *Neat1* in Qki^e5^ mice. **d** Immunofluorescence staining of *Qki-5* in the forebrain of controls and Neat1^-/-^ mice. Cell nuclei were counterstained with DAPI. Scale bar, 10 µm. Immunostaining was repeated on nine sections from two independent animals from each experimental group. Fluorescence measurements in outlined DAPI-stained nuclei were performed using ImageJ 1.50b software (Wayne Rasband, NIH, USA) on six adjacent sections for each animal. Data are expressed as mean ± SEM. ***Student’s two-tailed *t*-test; *p* < 0.001; **p < 0.01; *p < 0.05

**Table 1:** OLG differentiation category (magenta module; Fig. 4b) affected genes in frontal cortex of Neat1^-/-^ mice identified by IPA

Symbol	Gene name	*Neat1* ^*-/-*^ *t*_s_	*p*-val	*SZ t*_s_	*p-*val^a^
*OLIG1*	Oligodendrocyte transcription factor 1	−4.79	4.2E − 04	−1.29	NS
*NFASC*	Neurofascin	−4.34	9.4E−04	−8.12	8.9E − 13
*OLIG2*	Oligodendrocyte transcription factor 2	−4.27	0.001	−2.86	6.1E − 03
*ENPP2*	Ectonucleotide pyrophosphatase/ phosphodiesterase 2	−3.41	0.005	−4.49	7.8E − 08
*GPR17*	G protein-coupled receptor 17	−3.16	0.008	−0.35	NS
*ID4*	Inhibitor of DNA binding 4, HLH protein	−2.74	0.018	−3.61	1.2E − 04
*ERBB3*	erb-b2 receptor tyrosine kinase 3	−2.36	0.036	−4.05	1.1E − 04
*TNC*	Tenascin C	−2.33	0.038	−1.97	NS
*TSPAN2*	Tetraspanin 2	−2.30	0.040	0.39	NS
*SOX8*	SRY-box 8	−2.30	0.040	−1.92	0.010
*SMARCA4*	SWI/SNF related, matrix associated, regulator of chromatin, subfamily a, member 4	−2.29	0.040	3.35	0.008
*TRPC4*	Transient receptor potential cation channel subfamily C member 4	−2.23	0.045	−1.76	NS
*GJC2*	Gap junction protein gamma 2	−2.11	0.050	0.55	NS
*SOX5*	SRY-box 5	2.28	0.041	−0.92	NS
*FGFR3*	Fibroblast growth factor receptor 3	2.98	0.011	0.45	NS
*ID2*	Inhibitor of DNA binding 2, HLH protein	5.18	2.2E − 04	−2.89	0.017

Corresponding *t*-scores across 17 cortical regions from individuals with SZ derived from microarray dataset (see Methods)

^a^SZ *p*-values are from moderated *t*-test with Benjamini and Hochberg multiple testing corrections. *NS* nonsignificant

### Chromatin purification with antisense NEAT1 probes showed enrichment of OLG-specific RNAs

Human postmortem frontal cortex chromatin isolation by RNA purification-sequencing (ChIRP-seq) RNA libraries were prepared from even and odd pools of the antisense *NEAT1* probes. Only transcripts identified in both RNA libraries were used. *NEAT1* was the most abundant RNA in both NEAT1 ChIRP-seq libraries. One thousand two hundred and thirty common transcripts were identified in both *NEAT1* libraries including mRNAs of three of the architectural core paraspeckles proteins (*NONO*, *PSPC1*, and *SFPQ*) that belong to *Drosophila* behavior/human splicing family.^27^ OLG-lineage cells specific transcripts (160 genes defined from Ref. ^23^; Table S10) were the most represented genes in ChIRP-seq compared with the other neural cell types (3-fold enriched over astrocyte; 1.5-fold over neurons, 20-fold over microglia, and 16-fold over endothelial cells). ChIRP-seq analyses showed presence of nodes of Ranvier structural proteins including neurofascin (*Nfasc)*, *opalin*, and contactin associated protein-like 2, *Cntnap2*/*Caspr2* (Table S10).

NEAT1-ChiRP also confirmed significant enrichment of genes involved in RNA processing (green yellow module, ratio = 0.75; Fisher’s exact test; *p* = 1.31E − 10, Table S8), OLG differentiation (magenta module, ratio = 0.77; Fisher’s exact test; *p* = 1.82E − 04; Table 1), and OLG-specific genes affected in SZ^2,22^ (Fisher’s exact test; *p* = 1.17E − 20). In addition, 16 of 19 gene transcripts (including *NEAT1*) within the human 11q13.1 genomic locus in proximity to *NEAT1* (Fig. 3e) were present in both ChIRP-seq libraries (Table S8) corroborating Neat1^-/-^ RNA-seq findings.

### Neat1 is associated with OLG/myelin-related gene expression signature in an independent myelin-associated mouse model

The genes affected in Neat1^-/-^ mice that were closely associated with OLG markers (Fig. 4a) and differentiation of OLG (magenta module (Fig. 4a, b)) showed similar reduction across the 14 accessed cerebrocortical regions in individuals with SZ, suggesting inhibition of OLG differentiation in SZ (Table 1). To explore the association of *Neat1* with OLG gene expression signatures further, we measured mRNA levels of *Neat1* and OLG-specific markers in the frontal cortex and white matter of demyelinating “quaking” Qk^e5^^28^ mice (Fig. 4c). QK^e5^ mice were selected for study, as quaking (Qki) is among the most affected mRNAs in the brains of persons with SZ^29,30^ and Qk^e5^ mice showed significant decrease of *Olig2*^+high^ cell population (Student’s two-tailed *t*-test; *p* < 0.001) in the forebrain similar to those observed in Neat1^-/-^ mice (Fig. 2c). *Neat1* gene expression was significantly decreased (Fig. 4c, insert) along with other OLG-specific markers in the frontal cortex and white matter of Qk^e5^ mice. Paraspeckles component 1 (*Pspc1*) mRNA levels were significantly decreased only in white matter of Qk^e5^ mice. Comparison of gene expression changes from frontal cortex of Neat1^-/-^ and control mice (Fig. 4c) showed significant (Student’s two-tailed *t*-test; *p*_s_ ≤ 0.05) reduction of OLG-specific genes (*Olig2*, *Cnp*, *Mag*, and *Sox10*) by qPCRs and validated by RNA-seq (Olig2, Mag, Cnp; Table 1 and S12). 

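In the counts, the mean levels of Cnp, Mag and Sox10 were lower in Neat1-/- mice than in WT mice, with overlap between the genotypes. Cnp, a phosphodiesterase of myelin, was at 192 ± 32.0 CPM (SD, n = 5) in WT and 163 ± 28.7 CPM (SD, n = 4) in Neat1-/- mice. Mag, an adhesion molecule of myelin, was at 117 ± 18.0 and 96.5 ± 14.7 CPM. Sox10, a transcription factor of the OLG lineage, was at 17.1 ± 1.31 and 15.7 ± 2.08 CPM. By a two-sided exact permutation test of the CPM, p was 0.19 for Cnp, 0.127 for Mag and 0.246 for Sox10. In edgeR, the log2 fold change was -0.24 for Cnp (standard error 0.12), -0.28 for Mag (standard error 0.12) and -0.12 for Sox10 (standard error 0.085), with adjusted p values of 0.623, 0.581 and 0.694. The unadjusted p from edgeR was under 0.05 for Mag (0.0327), but not for Cnp (0.0642) or Sox10 (0.173).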

Importantly, the mRNA levels of these same OLG genes are among the most affected and replicated gene expression changes noted in SZ.^1,22,31^ Only two isoforms of quaking protein, *Qki* -5 and -6, showed significant (Student’s two-tailed *t*-test; *p* < 0.01) upregulation of mRNA levels in the frontal cortex of Neat1^-/-^ mice (Fig. 4c). Surprisingly, in contrast to the observations described above for gray matter, no significant changes were detected in the white matter of the Neat1^-/-^ mice (Fig. 4c), suggesting that additional factors may influence the impact of *Neat1* deletion on OLG-lineage cells in the white matter.

### Qki-5 nuclei retention is reduced in Neat1 KO mice

The *Qki* gene encodes several isoforms of *Qki* proteins, which belong to the STAR family of RNA-binding proteins and may be associated with paraspeckles and *Neat1*. We tested whether the loss of *Neat1* had an impact on nuclear retention of nuclear-specific RNA-binding protein, *Qki*-5 isoform.^32^ The nuclear and total signal of *Qki*-5 was significantly reduced (Student’s two-tailed *t*-test; *p* = 4.8E − 15; FC = − 1.86 for nuclear, and *p* = 0.027; FC = − 1.49 for total) in Neat1^-/-^ brains (Fig. 4d).

## DISCUSSION

The main findings of this study are as follows: (i) *NEAT1* is downregulated in multiple brain regions of individuals with SZ and is among the most affected genes in SZ; (ii) murine Neat1 deletion affected multiple genes involved in OLG cell differentiation accompanied by reduced population of OLG-lineage cells in the frontal cortex of Neat1^-/-^ mice; (iii) RNA-seq of human chromatin isolates purified with *NEAT1* antisense probes (ChiRP) identifies multiple OLG-specific RNAs, suggesting that *NEAT1* is an epigenetic regulator of OLG gene expression; (iv) *Neat1* loss is associated with reduced nuclear retention of the RNA-binding protein, Qki-5, and highlights additional mechanisms by which *NEAT1* may regulate OLG-specific differentiation.

Transcriptional signatures within magenta module of Neat1^-/-^ mice was enriched with genes participating in OLG differentiation and showed directional and functional similarity to the DEGs identified by multiregional microarray-based gene expression analysis in individuals with SZ. These modules and changes contrasted from changes in the same brain regions of individuals with Alzheimer’s disease (Fig. S5), indicating disease specificity and arguing against influence of neurodegeneration. These cross-validating observations support the overall hypothesis that *NEAT1* abnormalities in SZ may represent a core etiological component associated with the OLG/myelin abnormality linked to SZ.

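Nfasc, which encodes neurofascin, and Opalin, a membrane protein of myelin, had lower mean levels in the frontal cortex of Neat1-/- mice, and Cntnap2, which encodes an axonal protein of the juxtaparanode, a slightly higher one. Nfasc was at 221 ± 18.2 CPM (SD, n = 5) in WT and 189 ± 9.66 CPM (SD, n = 4) in Neat1-/- mice, Opalin at 10.9 ± 1.86 and 8.23 ± 0.548 CPM, and Cntnap2 at 144 ± 3.33 and 150.4 ± 4.00 CPM. Their log2 fold changes were -0.23 (standard error 0.054), -0.40 (standard error 0.12) and 0.06 (standard error 0.032), with adjusted p values from edgeR of 0.319, 0.467 and 0.63. Of 20 measured genes of the node and paranode, listed before the data were examined, 0 passed an adjusted p of 0.05 over all genes from edgeR or limma, DESeq2 called 1 lower, and 3 were lower at an unadjusted p under 0.05 from edgeR. When adjusted over the list alone, 2 were lower. The list was lower by camera (adjusted p = 0.0196, and adjusted p = 0.555 with an estimated correlation). Without WT replicates 3 and 4, left out after the data had been seen, that adjusted p was 0.361; without WT replicate 3 alone it was 0.0581 and without WT replicate 4 alone 0.0644.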

Comprehensive review of OLG-specific genes differentially expressed in the frontal cortex of Neat1^-/-^ mice and human NEAT1 ChIRP-seq analysis showed the presence of genes encoding structural proteins of nodes of Ranvier including neurofascin, opalin, and contactin-associated protein-like 2. Notably, a recent postmortem study^33^ identified abnormalities in the expression of the structural proteins forming nodes of Ranvier in multiple cortical regions in individuals with SZ, emphasizing the contribution of OLG to the potential impairment of saltatory conduction and signal propagation in SZ. Moreover, neurofascin was a major disease-associated hub gene in OLG gene regulatory networks constructed from large-scale human postmortem gene expression data derived from persons with SZ.^34^

The *NEAT1* deficit in SZ may explain the cell cycle abnormalities that have been described in SZ.^2,35,36^ *Neat1* deletion in mice was associated with downregulation of well-known enhancers of OLG-lineage specialization, such as *Olig1* and *Olig2,*^37,38^ *Gpr17,*^39^ *Sox8,*^40,41^ and *Smarca4,*^42,43^ In addition, differential expression of inhibitors of DNA binding (*Id2* and *Id4*), the critical effectors of cell cycle transition, were detected in the frontal cortex of Neat1^-/-^ mice. Id2 interactions with retinoblastoma protein and bHLH transcription factors, such as *OLIG -1*, *-2*, and *E47*, in OLG precursor cells are thought to mediate inhibition of OLG differentiation,^44^ Our findings of upregulation of *Id2* in Neat1^-/-^ mice are consistent with in vitro studies showing that overexpression of *Id2* powerfully inhibits OLG differentiation, whereas the loss of *Id2* induces premature OLG differentiation.^45^ *Id4* is another member of the inhibitors of DNA binding family and has a critical role in the timing of OLG differentiation.^44,46,47^ Although overexpression of *Id4* inhibits OLG differentiation^47^ in a similar manner as *Id2*, the loss of *Id4* has been associated with reduced levels of several myelin-specific proteins.^46^ Additional factors may influence the impact of *Neat1* deletion on OLG-lineage cells as indicated by lack of similar changes of mRNA levels of selected myelin-specific genes in the white matter of the Neat1^-/-^ mice. As loss of Neat1 was not limited to the OLG-lineage cells, the crosstalk between regionally diverse cell types may contributed, at least in part, to OLG-related gene expression alterations.

Genes located in close proximity to the *Neat1* locus exhibited the strongest transcriptional dysregulation as a result of *Neat1* loss. *Malat1*, lncRNA situated only ~40 kb downstream of *Neat1* was among those genes. Similarly, the loss of the *Malat1* in adult mice affected many *Malat1* neighboring genes including *Neat1,*^48^ suggesting potentially mutual regulatory roles of *Neat1* and *Malat1* on the expression of genes on chromosome 19qA and the human 11q13.1 regions where both genes are colocalized. 

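On the GRCm38 annotation, Malat1 (ENSMUSG00000092341) lies on chromosome 19 from 5795690 to 5802672, on the same strand as Neat1 and beyond its 3′ end. The 5′ ends of Malat1 and Neat1 are 42.8 kb apart, and 22.0 kb separate the genes. In each of the 4 Neat1-/- mice Malat1 was below each WT mouse, and its mean was 66.3% of the WT mean. On the other side of Neat1, Frmd8 runs from 5849702 to 5875274.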

Of particular note, *MALAT1* mRNA levels were also significantly decreased in several cortical regions in SZ (Table S5). During activation of transcription, *Neat1* and *Malat1* exhibit colocalization to multiple genomic loci primarily over active genes, but display distinct gene structural binding patterns at these sites, suggesting independent but complementary functions for these lncRNAs.^15^ Transcriptional inhibition or stimulation alters localization of *Neat1* on active chromatin sites, indicating rapid and dynamic interactions with the cues involved in the gene transcription process.^15^ We confirmed high abundance of *MALAT1* in human chromatin isolates by *NEAT1* purification (Table S8) and showed enrichment of a large number of OLG-specific RNAs in chromatin-*NEAT1* complexes, suggesting additional ways in which NEAT1 and MALAT1 can modulate OLG transcription signature and gene-variants splicing, which needs to be explored further.

Recent studies have revealed that paraspeckles and *NEAT1* may target gene transcription by sequestration of RNA- and DNA-binding proteins.^11^ The studies described here show that nuclear retention of the KH domain RNA-binding protein—quaking 5 isoform, critical for OLG progenitors to mount cell cycle exit^49^ and initiation of the OLG cell-fate maturation sequence,^2,50–53^ was significantly decreased in frontal cortex of Neat1^-/-^ mice, providing clues about additional means by which *NEAT1* and paraspeckles may promote OLG differentiation and myelination.

Potential negative feedback of reduced nuclear retention of Qki-5 protein on *NEAT1* expression is also supported by the transcriptional changes in Qk^e5^ mice exhibiting demyelination^2^ in which *Neat1* was strongly downregulated in white matter along with several Qki isoforms and seven other myelin-related genes. That reduced *NEAT1* expression and Qk^e5^ share similar transcriptional profiles and potentially interact is particularly relevant in the context of SZ given they are among the most transcriptionally dysregulated genes in SZ. That they both have an impact on the expression of oligodendroglial genes suggest that they are of etiological relevance to SZ.

The downstream effects of *NEAT1* loss are not limited to OLGs lineage as its expression is abundant in other brain cell types, including neurons. 

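Core genes of synaptic vesicle exocytosis were close to WT levels in Neat1-/- mice. Snap25, a core protein of vesicle fusion, was at 2888 ± 106 CPM (SD, n = 5) in WT and 2943 ± 130 CPM (SD, n = 4) in Neat1-/- mice, and Syt1, the calcium sensor of release, at 1629.7 ± 74.7 and 1682 ± 24.0 CPM. Erbb3, a neuregulin receptor also expressed in OLGs, had a lower mean level, with a log2 fold change of -0.31 (standard error 0.10, adjusted p = 0.543 from edgeR). Of 30 genes of vesicle exocytosis, neuregulins and ErbB receptors, listed before the data were examined, 3 were higher and 2 lower at an unadjusted p under 0.05, and 1 was higher when adjusted over the list alone. None passed an adjusted p of 0.05 over all genes from edgeR or limma, and DESeq2 called 1. The adjusted p of the list from camera was 0.0602, and the list passed in 4 of 21 alternatives, each time toward higher levels, with an adjusted p of 0.384 with an estimated correlation. The members of the ivory module are not among the deposited values, so the module itself was not rebuilt.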

The impact on neuronal phenotype is highlighted by the ivory module genes, which yielded terms closely related to synaptic vesicle exocytosis, axon terminus, and neuregulin-ErbB signaling. These alterations can be a result of impaired OLG/myelin function on myelinated axons, or the result of loss of endogenous neuronal *NEAT1*. A recent study examining the transcriptome of GABAergic and glutamatergic neurons in the human prefrontal cortex^54^ indicated that *NEAT1* is highly abundant in GABAergic interneurons, whereas nearly absent in glutamatergic projection neurons.^55^

Taken together, our results suggest involvement of *NEAT1* in the OLG function including myelination. Dysregulation of *NEAT1* has particular relevance to SZ, shedding light on the roles of lncRNAs in brain development, deepening and advancing our understanding of the mechanisms underlining the pathophysiology of SZ.

The present study has several limitations inherent to postmortem human brain research, including the absence of specimens from neuroleptic-naive individuals with SZ. These factors introduce considerable uncertainty into the analysis of potential medication effects. Although we did not find differences between individuals with SZ, who were free of neuroleptic treatment for extended periods of time before death, and the rest of SZ patients, we cannot completely exclude the effect of neuroleptic exposure on *NEAT1* expression, as chronic exposure to antipsychotic mediations may have affected gene expression even after cessation of treatment. Finally, gene expression studies were carried out on homogenates of brain tissue and cannot confidently indicate the specific cell type(s) in which gene expression was altered. Nevertheless, unsupervised hierarchical clustering indicated that *NEAT1* exhibits the same transcriptional profile as the large group of myelin-specific genes in the brain regions characterized by OLG/myelin gene expression deficit in the microarray studies of multiple brain regions from individuals with SZ.^22^

## METHODS

### Ethics statement and brain specimens

Postmortem brains, donated by the next of kin of deceased subjects participating in studies of SZ, were received by the Mount Sinai NIH Neurobiobank—ISMMS, Icahn School of Medicine at Mount Sinai. All assessments were approved by governing ISMMS review board. The specimen handling, neuropathology and diagnostic systems used for classifying human brains have been described extensively.^56,57^ The demographic characteristics of the SZ and control cohorts have been described previously^31,58^ and are shown in Table S1. All SZ subjects had been chronically hospitalized at Pilgrim Psychiatric Center (NY), or associated nursing homes for many years. All patients had thorough and structured neuropathologic characterization to rule out discernable neuropathologies such as Alzheimer's disease (AD), multi-infarct dementia, etc.^59^ None of the cases or controls had any history of licit or illicit drug abuse (tobacco use excepted). All subjects died of natural causes.

### Microarray analysis

The group composition, demographic characteristics and the procedures for RNA isolation and the microarrays using Affymetrix (Santa Clara, CA) HG-U133AB GeneChip® set were as described previously.^22,29,58^ Statistical comparisons were made using GeneSpring GX12 (Agilent Technologies, Santa Clara, CA). Significantly different probe-sets as defined by a Benjamini–Hochberg^60^ adjusted moderated *t*-test^61^ *P*-values < 0.05 were used for subsequent analyses.

### Mouse models used in the study

Brains of 2–4-month-old (mean age = 2.9 m.o.) Neat1 knockout mouse (Neat1^-/-^; RIKEN accession # CDB0773K) with corresponding background wild type were provided by Dr Nakagawa (RIKEN, Japan). Briefly, Neat1^-/-^ was generated by inserting lacZ and polyadenylation signals immediately downstream of the *Neat1* transcriptional start site.^8^ Brains of 2–3-month-old *quaking*- *qk*^*e5*^ homozygous mice with corresponding background wild type were gifts of Dr Monica J. Justice (Baylor College of Medicine, Houston, TX; now at SickKids, Toronto, Ontario, Canada). The *qk*^*e5*^ mutation was induced on 101/R1 DNA after treatment with *N*-ethyl-*N*-nitrosourea as described previously.^52^ All animal procedures adhered to the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee of the Icahn School of Medicine at Mount Sinai and JJ Peters VA Medical Center.

### RNA isolation, library construction, RNA-seq, and data analysis, WGCNA

Brain dissections of adult mice included the frontal cortex gray matter and the white matter (see Supplementary Materials). Total RNA was isolated using Maxwell 16 LEV simplyRNA Tissue kit (Promega, Madison, WI). RNA libraries were prepared from frontal cortex of Neat1^-/-^ mice and controls by depleting rRNA. RNA-seq quality control, alignment, and gene expression quantifications were performed as described.^62^ Mapping and quantification, normalized gene expression, covariates exploration and construction of WGCNA described in Supplementary Materials.

### Gene set enrichment analysis

GSEA was performed with cameraPR in the limma package.^63^ In order to avoid using arbitrary cutoffs to identify DEGs, gene set enrichments were evaluated by applying cameraPR to the differential expression t-statistics. Mouse genes were converted to human orthologs. Pathways and curated gene sets were derived from the molecular signatures database (MSigDB, v6.2 updated July 2018 Broad Institute), a collection of annotated gene sets.^64,65^ A *p*-value ≤ 0.05 was considered as statistically significant.

#### Real-time PCR

Procedures for complementary DNA preparation for qPCR have been described previously.^2,21^ The mRNA levels of myelin genes were measured by qPCR using TaqMan® gene expression assays (Table S11, ThermoFisher). For relative quantification of mRNA expression, geometric means were calculated using the standard curve method. Housekeeping genes (*GUSB*, *PPIA*, and *RPLP0* for human; *GAPDH* and *GUSB* for mouse) were used as the endogenous references. The optimal set of housekeeping genes was established in preliminary experiments by using geNorm algorithm (Biogazelle).

#### In situ hybridization

Tissue pretreatment/protease digestion, probes (human and mouse *NEAT1*-T6 and *SOX10*-T1) hybridization and amplification procedures were performed according to the manufacturer’s protocol (2-plex QuantiGene ViewRNA Assay, Affymetrix, CA).

#### Flow cytometry

Brain tissue disassociation, nuclei purification with sucrose gradient, and antibody staining were carried out according to previously published protocol.^54^ Primary antibodies: *Olig2-* AlexaFluor 488 (1:50 v/v, EMD Millipore MABN50A4, MO) and *NeuN*-AlexaFluor 647 (1:1000 v/v, Abcam ab190565, MA) were used. Flow cytometry was performed on a BD Melody (BD Biosciences, CA). The data were analyzed by the FCS Express 6 software (De Novo Software, CA). Doublets discrimination analysis was done based on signal processing (height vs. width). *Olig2*^+^ and *NeuN*^+^ cells were determined based on the AF488 and AF674 fluorescence, correspondently.

### Chromatin isolation by *NEAT1*-RNA purification, ChIRP

Nuclei purification from frozen postmortem human brain gray matter (BA4) were performed as described before.^54^ NEAT1-CHIRP assay was performed according to manufacturer protocol (NEAT1-EZ Magna ChIRP, EMD Millipore, MO). The *NEAT1* probes were divided into two pools: even and odd. RNA libraries of even-, odd-*NEAT1* pools, and negative control (LacZ) were constructed using SMARTer® Stranded Total RNA v2 - Pico (Takara Bio USA, CA). ChIRP-seq was performed on Illumina HiSeq 2500 system (GeneWiz, NJ).

#### Immunocytochemistry

Mouse brains were cut in 12 µm serial sections in the coronal plane. Tissue sections were postfixed and incubated with the primary antibodies overnight at 4 °C. Primary antibody against *Qki*-5 isoform (1:1000 v/v, gift of Dr Karen Artzt, Univ. of Texas at Austin and Dr Monica Justice, Baylor College of Medicine) with secondary anti-rabbit AF488 conjugated antibodies (1:1000 v/v, ThermoFisher A21206, CA) were used. DAPI (4′,6-diamidino-2-phenylindole)-counterstained sections were photographed using a Carl Zeiss AxioImager Z1 microscope and AxioVision Digital Image Processing System version 4.8.2.

### Statistics

Multiple statistical procedures were employed for different aspects of the study. Max *t*-scores, Pearson’s correlation coefficients, and corresponding *p*-values (*t*-test) for each individual transcript were calculated by the contrast analysis and described in details previously.^21^ Linear associations of gene expression with gender, age, pH, and PMI were assessed in exploratory analysis to evaluate their use as covariates. Effects of diagnosis on the dependent variables were examined by ANOVA. Student’s *t*-test was used to compare relative mRNA expression in qPCR experiments and analysis of immunostained tissue sections. All *p*-values refer to two-tailed probabilities. All procedures were performed using SPSS (IBM ver.22). A positional gene enrichment analysis of chromosomal regions^26^ was performed using a Web tool implementing this method applied to the human genome (http://www.esat.kuleuven.be/~bioiuser/pge).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary.

## Supplementary information

Supplemental materials

Reporting summary

## Data Availability

All relevant data will be made available upon request. Raw microarray HG-U133AB GeneChip® set, RNA-seq Neat1 knockout dataset and RNA-seq Neat1 ChIRP set are available through a publically accessible website (https://harouv01.u.hpc.mssm.edu/).

# Supplementary material for: The expression of long noncoding RNA NEAT1 is reduced in schizophrenia and modulates oligodendrocytes transcription
**Source:** NPJ Schizophr. 2019 Jan 29;5:3. doi: 10.1038/s41537-019-0071-2
**Supplement:** Supplementary file 1 — Supplemental materials

**Table S1.** Demographic and tissue preservation characteristics of the human microarray dataset<sup>1</sup> and independent validation cohort (qPCR).

**Table S2.** Gene annotation for NEAT1 (chr11:65190269-65194003 (hg38)) for Affymetrix HG-U133AB microarray (<https://genecards.weizmann.ac.il/cgi-bin/geneannot>).

**Table S3.** Regional changes in mRNA levels of total NEAT1 (tNEAT1) and long NEAT1\_22.7K isoform in cortical Brodmann areas and HIPPO, and subcortical regions in individuals with SZ (Figure 1).

<sup>†</sup>  $p$ -Values are from moderated t-test with Benjamini and Hochberg multiple testing corrections. Abbreviations: HIPP - hippocampus, CD -caudate and PT – putamen.

**Table S4.** Summary of regional changes of mRNA levels of NEAT1 total and long NEAT1\_22,7K isoform in individuals with SZ (Fig. 1).

† *t*-scores were calculated by the contrast analysis (see Methods). *p*-Values are from moderated *t*-test with Benjamini and Hochberg multiple testing corrections. Bold text indicates statistically significant *p* values.

**Table S5.** Genes affected in murine Neat1 locus (Chr.19) in frontal cortex of Neat1 KO mice.

\* Homologous genes affected in human NEAT1 locus in SZ. Genes ranked by *t*-scores.

† *p*-Values are from moderated *t*-test adjusted using false discovery rate (FDR) estimation.

**Table S6.** Significant ( $p < 0.001$ ) DEGs located in human NEAT1 locus (Chr.11q13.1) between individuals with SZ and controls. Data derived from 17 brain regions microarray dataset <sup>1,2</sup> and NEAT1/ChIRP-seq.

\* Homologous genes affected in mouse NEAT1 locus in frontal cortex Neat1 KO mice.

† t-scores were calculated by the contrast analysis (see Methods).

**Table S7.** Key pathways, pathway groups and the most relevant networks enriched in frontal cortex of *Neat1*<sup>-/-</sup> mice.

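RNA processing genes of this table went both ways in Neat1-/- mice. Malat1 was the 1 gene of the 43 measured that passed an adjusted p of 0.05 over all genes from edgeR. Rbm3, a cold-inducible RNA-binding protein, was at 37.1 ± 6.64 CPM (SD, n = 5) in WT and 47.0 ± 2.89 CPM (SD, n = 4) in Neat1-/- mice, Jun, a transcription factor, at 39.1 ± 1.26 and 45.9 ± 1.99 CPM, and Rps16, a ribosomal protein, at 31.6 ± 2.84 and 36.5 ± 1.18 CPM. Their adjusted p values from edgeR were 0.49, 0.077 and 0.468. At an unadjusted p under 0.05, 18 were higher and 6 lower, and 10 were higher and 3 lower when adjusted over the list alone. The study chose these genes on these samples, so the counts are not independent evidence. The list was higher by camera (adjusted p = 0.0434, and adjusted p = 0.487 with an estimated correlation), which was lost without WT replicates 3 and 4 (adjusted p = 0.199) and with recovered covariates (adjusted p = 0.11), both chosen after the data had been seen; of 21 alternatives set before that, it passed in 12.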

**Table S8.** RNA processing category (*greenyellow* module) differentially expressed genes in frontal cortex of Neat1 null mice identified by IPA and their expression in human NEAT1/ChIRP-seq.

**Table S9.** The list of curated gene sets identified by GSEA in frontal cortex of Neat1 null mice.

**Table S10.** Oligodendrocyte lineage specific genes detected by human NEAT1-ChIRP-seq ([http://web.stanford.edu/group/barres\\_lab/tmp\\_rnaseq.html](http://web.stanford.edu/group/barres_lab/tmp_rnaseq.html)).

**Table S11.** List of TaqMan assays used in this study.

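The genes of this table are myelin proteins and factors of the OLG lineage, measured in the frontal cortex by sequencing and by qPCR. Cldn11, which seals the layers of myelin, was at 75.6 ± 16.3 CPM (SD, n = 5) in WT and 61.1 ± 15.1 CPM (SD, n = 4) in Neat1-/- mice by sequencing. Qk, the mouse symbol of Qki, an RNA-binding protein of OLGs, was at 430.0 ± 15.2 and 416 ± 25.9 CPM. All 8 genes had a negative log2 fold change, 3 of them at an unadjusted p under 0.05 from edgeR, and 1 when adjusted over the list alone. None passed an adjusted p of 0.05 over all genes from edgeR or limma, and DESeq2 called 1. The list was lower by camera (adjusted p = 0.000862, and adjusted p = 0.555 with an estimated correlation). Values of the table can be set beside log2 fold changes only once their base is known, since the decrease of Olig2 is 1.32-fold when its log2 fold change is taken as a power of 2, and would be 2.52-fold if taken as a power of 10.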

**Table S12.** Gene expression changes for OLG-specific genes in the frontal cortex of *Neat1*<sup>-/-</sup> mice as determined by RNA-seq and qPCR (Figure 4C) analyses.

\* Significant t-test p-val are highlighted.

**Figure S1.** Gene expression levels of total *NEAT1* in hippocampus of individuals with schizophrenia (SZ, N=24) and those free of neuroleptic medications (range 4 weeks – 7 years; SZoff, N=5), and normal controls (NL, N=21). Relative expression values (qPCR) were normalized to geometric means of *GUSB*, *RPLP0* and *PPIA*. *NEAT1* expression was significantly reduced in both SZ groups relative to controls (ANOVA, all  $p < 0.05$ ).

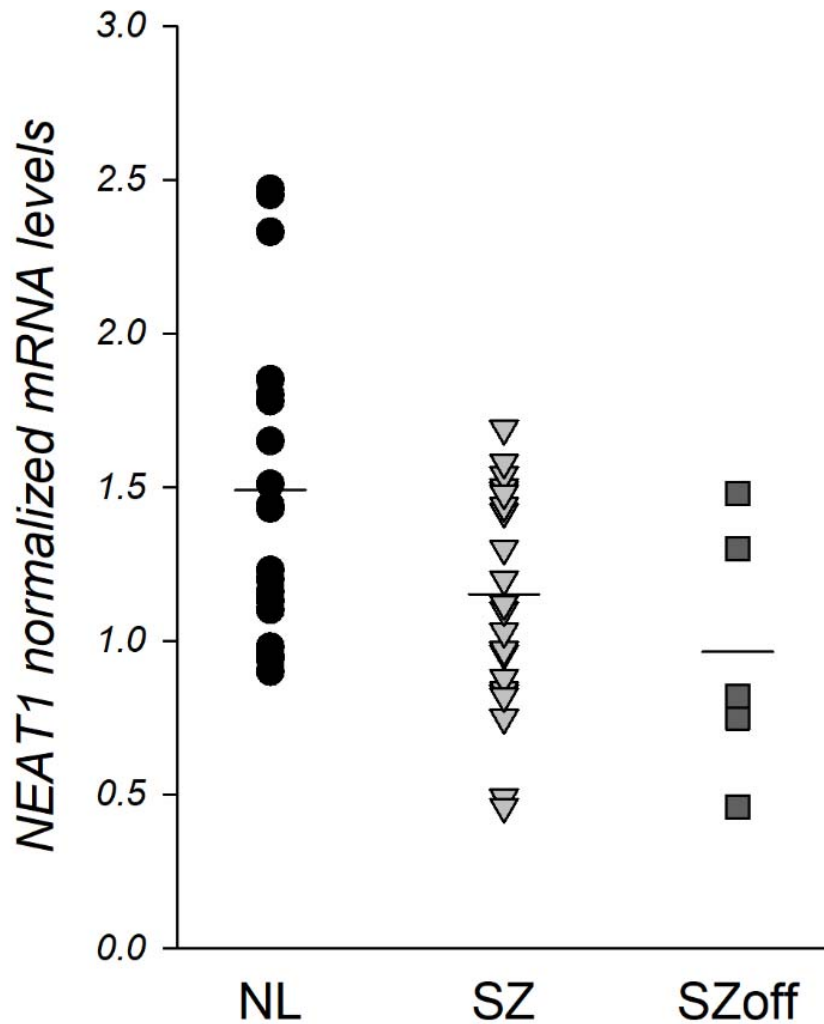

**Figure S2.** A positional gene enrichment analysis<sup>3</sup> of human homologs of *Neat1*<sup>-/-</sup> DEGs confirmed that the region centered around *NEAT1* on human chromosome 11 had the highest enrichment score (168.5; the probability of having the observed number of DEGs in the region was calculated by the hypergeometric distribution, adjusted p-val were calculated using the minimum p-val cumulative distribution function;  $p_{adj} = 1.83E-14$ ).

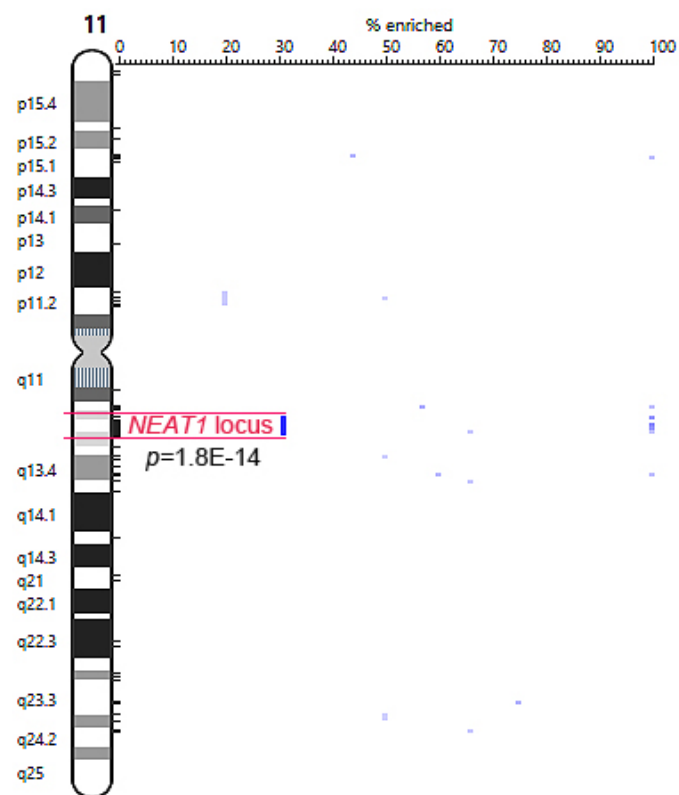

**Figure S3.** Normalized mRNA levels of *Neat1* in the frontal cortex of *Neat1*<sup>-/-</sup> mice as determined by qPCR (n=5/group). Mean  $\pm$  SEM is shown.

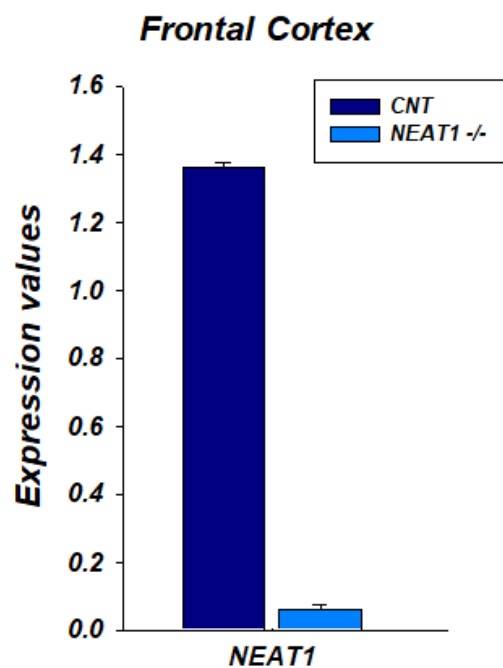

**Figure S4.** Gene co-expression networks in murine frontal cortex. Affected genes influencing processing of RNA (Table S8) identified by IPA. Colored labels indicate upregulation (red), or downregulation (green). Blue arrows and shapes indicate predicted inhibition; yellow-prediction influence insufficient. Values are  $t_s$  and t-test p values.

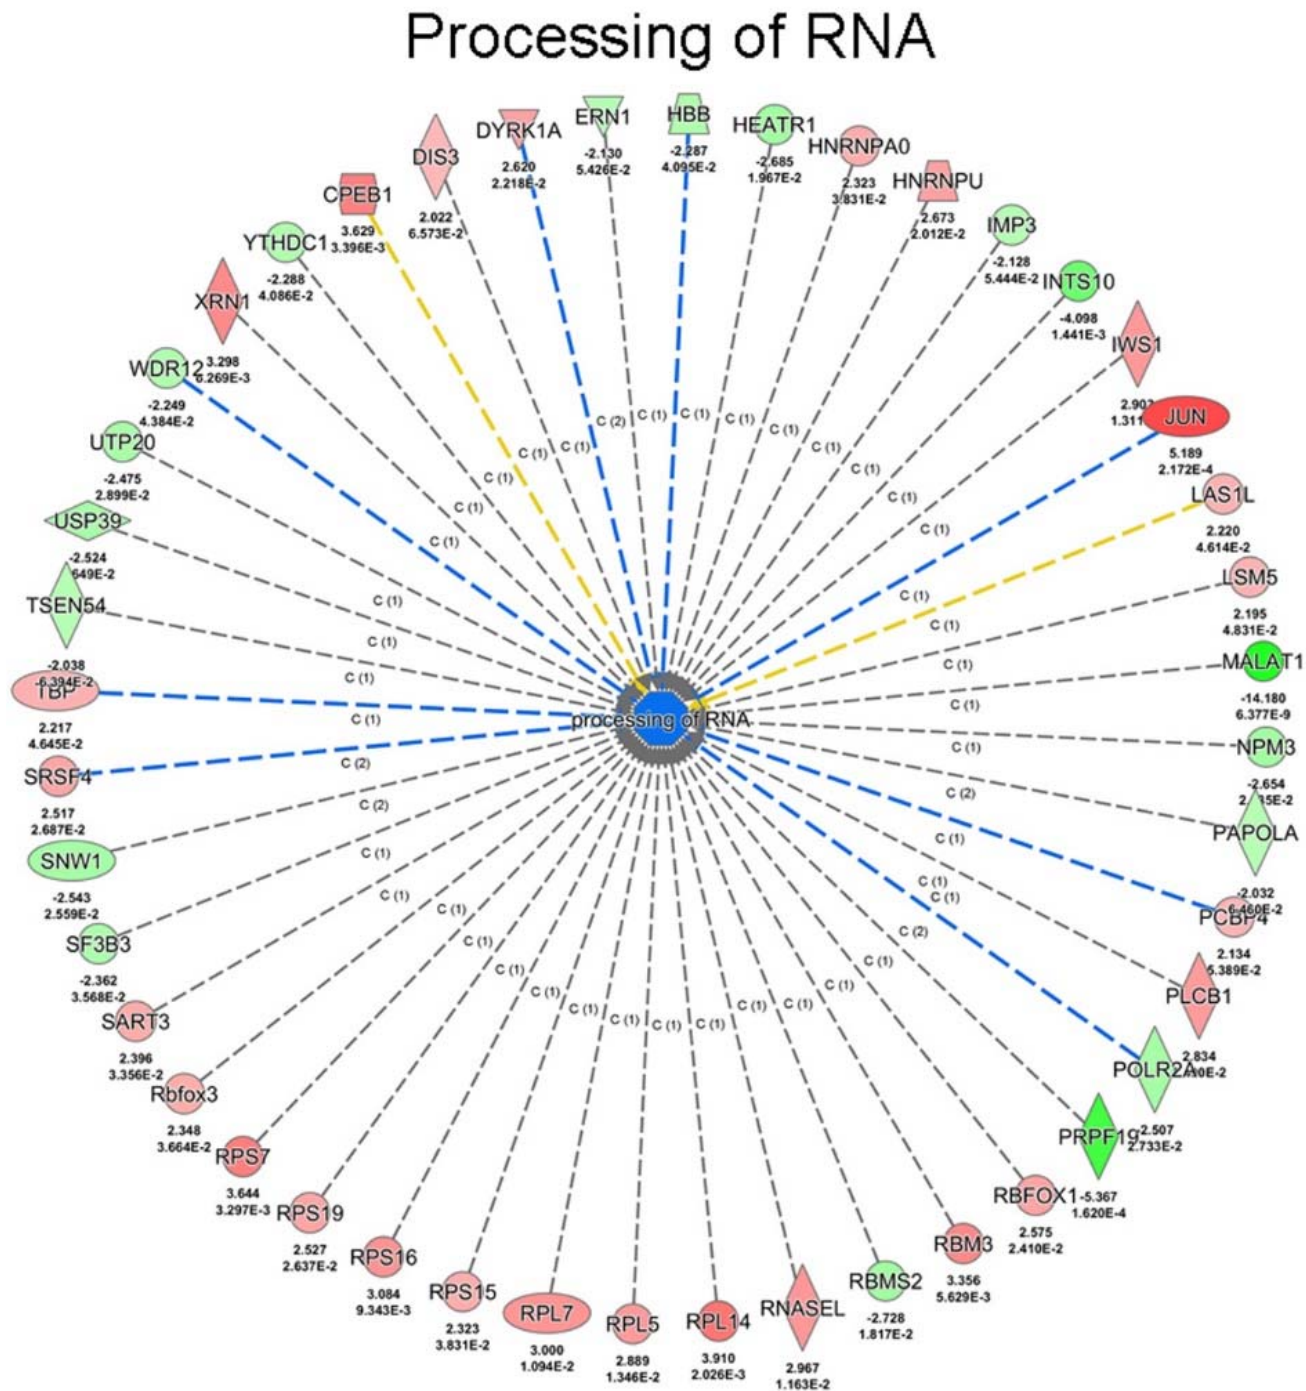

**Figure S5.** Affected genes influencing OLG differentiation (Figure 4B) identified by Ingenuity Pathway Analysis in Alzheimer's disease as a function of increased neurofibrillary tangles pathology (Braak staging)<sup>4</sup>. Colored labels indicate upregulation (red), or downregulation (green). Orange shape indicates predicted activation. Values are t-scores and p values shown in Table 1.

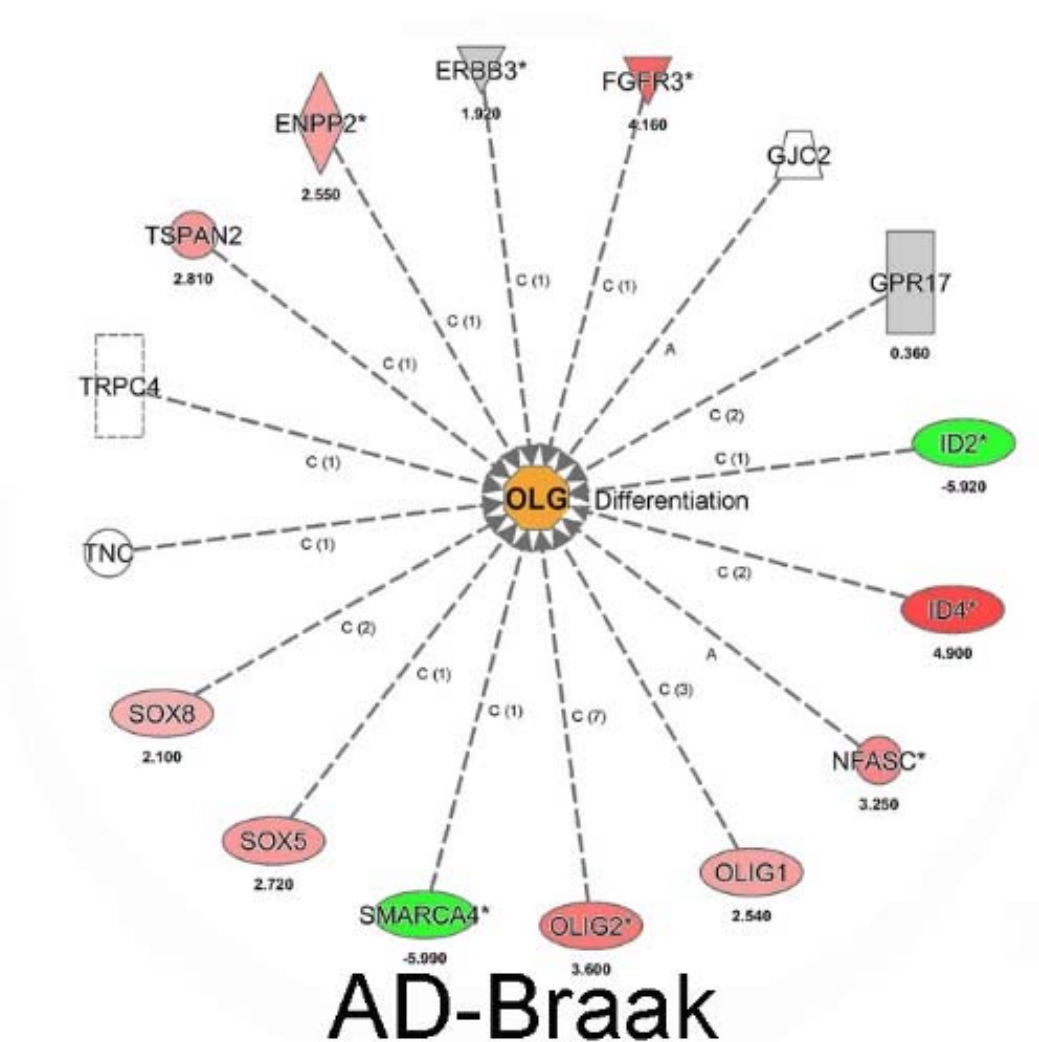

## **SUPPLEMENT METHODS.**

**Brain Specimens.** Postmortem brains, donated by the next of kin of deceased subjects participating in studies of schizophrenia, were received over a period of 20 years by the Mount Sinai NIH Neurobiobank – ISMMS, Icahn School of Medicine at Mount Sinai. All assessments were approved by governing ISMMS review board and the next of kin of all tissue donors gave formal written consent for research use of the brain tissue. The specimen handling, neuropathology and diagnostic systems used for classifying human brains have been described extensively<sup>5,6</sup>. Briefly, brains were removed as soon after death as possible and were divided in half, sagittally. The right half was fixed in paraformaldehyde for neuropathological examination, diagnosis and anatomical studies. The left half was sectioned coronally into 0.8 cm blocks, snap-frozen and stored -80°C for further dissection. For this study, an approximately 1cc block of grey matter from the snap-frozen superior temporal gyrus was dissected at mid-level while still frozen and pulverized in a liquid nitrogen cooled mortar and pestle and divided into 50 mg aliquots.

**RNA Isolation, library construction, RNA-seq and data analysis.** The frontal cortex grey matter (from the frontal pole to the beginning of the parietal cortex (bregma -1.8<sup>7</sup>); white matter - the corpus callosum underlying the dissected frontal cortical grey matter were used. The border of the frontal cortex and posterior cortical regions was identified as the coronal block where the middle cerebral artery bifurcates from the internal carotid artery<sup>8</sup> and the dissections were limited to the cortical region dorsal to the rhinal fissure. Total RNA was isolated using Maxwell 16 LEV simplyRNA Tissue kit (Promega). Coding and noncoding RNA library were prepared from frontal cortex of *Neat1*<sup>-/-</sup> mice and controls by depleting rRNA. RNA-seq quality control, alignment and gene expression quantification were performed as described<sup>9</sup>.

Mapping and quantification: Reads were mapped to mm10 reference genome using TopHat (version 2.0.9) and Bowtie (version 2.1.0), with the default parameters. Known iGenomes Ensembl mm10 were quantified by HTSeq (version 0.6.0) in intersection-strict mode. A sample-by-gene read count matrix was generated for all samples by the Ensembl genes. Scaling normalization to remove composition biases in sequencing data was applied to log(CPM) (read Counts Per Million total reads) using the trimmed mean of M-values (TMM) method<sup>10</sup>.

Covariates exploration: We selected covariates for inclusion to differential gene expression analysis by performing principal component analysis of the normalized read count matrix and examining which variables were significantly correlated with the high-variance components (explaining > 1% of the variance) of the data. This identified two covariates: Group (knock out and wild type) and age.

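The deposited normalized values can be compared with log2 CPM computed from the deposited counts over the same 13456 genes. The difference between the tables has 2 dimensions over the libraries, with singular values of 30.5 and 14.8, and a next one of 0.00187. These dimensions hold 97.7% of the age differences and 21.7% of the genotype difference. Apart from age, the removed covariate takes its largest values in WT replicate 3 (0.643), WT replicate 4 (0.514) and WT replicate 5 (-0.401). Neat1, Frmd8, Malat1 and Cd6 are among the genes of the deposited normalized table, and Frmd8os is not.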

Normalized gene expression: We used the voomWithQualityWeights function from the limma package to model the normalized read counts. This function estimates weights by combining observational-level weights from voom with sample-specific weights estimated using the arrayWeights function. Briefly, in the first step voom estimates confidence weights for each normalized observed read count by residualizing on the covariates, fitting a mean-variance relationship function across all genes, using the fitted function to estimate the variance of a particular read count observation, and then setting the observation weight to be the inverse of the corresponding estimated variance. This is an important step to model the statistical sampling of gene expression level, since larger log(CPM) typically exhibit lower variance. In the second step, the estimated sample weights are used to obtain observational weights that take into account variations in sample quality. The variance model is then fitted a second time and a final set of modified weights is used in the linear modeling and differential expression analysis.

**Differential analysis.** For each transcript, we fit weighted least-squares linear regression models for the effect on gene expression of each variable on the right-hand side:

$$\text{Gene expression} \sim \text{Group} + \text{covariates}$$

Then, for each transcript, the group (knock out and wild type) coefficient was statistically tested for being non-vanishing, implying an estimated effect, above and beyond any other effect from the covariates (age) on gene expression using linear regression utilities in the limma package<sup>11</sup>. P-values were then adjusted for multiple hypotheses testing using false discovery rate (FDR) estimation, and the differentially expressed genes were determined as those with an estimated  $FDR \leq 0.05$ . Principal component analysis (PCA) was carried out using the PCA module of GenePattern software. The analysis identifies patterns by finding principal components that account for variance in data points among all samples. Each principal component thus represents a combination of gene expression values, and each principal component is mutually uncorrelated and orthogonal. Two principal component scores (PC1 and PC2) resolved 99% of variance amongst all samples. A two-dimensional plot of PC1 and PC2 was generated using the PCAviewer module of GenePattern.

**Weighted gene co-expression analysis.** Weighted gene co-expression networks were constructed using the WGCNA package in R starting with the normalized and residualized (removing effect of age) expression data. The connectivity metric between a pair of genes  $i$  and  $j$ , or  $k_{ij}$ , is a transformed correlation between their expression profiles, with the matrix  $A = (k_{ij})$  known as the unsigned adjacency matrix.  $k_{ij}$  is defined as  $|r_{ij}|^\beta$ , using the absolute value of  $r_{ij}$ , the Pearson correlation coefficient between the profiles of genes  $i$  and  $j$ , and  $\beta$  is the parameter of a power function.  $\beta$  is selected using the fitting index proposed by Zhang et al.<sup>12</sup>, i.e., to maximize the scale-free topology model fitting index  $R^2$  of the linear model that regresses  $\log(p(k))$  on  $\log(k)$ , where  $k$  is connectivity and  $p(k)$  is the frequency distribution of connectivity.

To explore the modular structures of the coexpression network, the adjacency matrix is further transformed into a topological overlap matrix<sup>13</sup>. Use of the topological overlap metric leads to more cohesive and biologically meaningful modules, since it not only represents the direct correlation between two genes but also incorporates their indirect interactions through other genes in the network<sup>12,13</sup>. Genes were organized into discrete modules of highly coregulated genes (either correlated or anti-correlated) using hybrid dynamic tree-cutting algorithm to dynamically cut clustering dendrogram branches into discrete subsets of gene modules<sup>14</sup>. The minimum module size was set to 30 genes and the minimum height for merging

modules was set at 0.3. Ordered from largest (the module containing the most genes) to smallest, each module is sequentially assigned a color name. The less well-connected genes are arbitrarily grouped in the gray module.

**Chromatin isolation by *NEAT1*-RNA purification, ChIRP.** Tissue disassociation from frozen postmortem human brain grey matter (BA4), nuclei purification with sucrose gradient and ultracentrifugation were performed as described before <sup>15</sup>. *NEAT1*-CHIRP assay was performed according to manufacturer protocol (*NEAT1*-EZ Magna ChIRP, EMD Millipore, MO). DNA sonication conditions for DNA sizes <500bp was optimized and carried out for 2 hour in water bath (4°C) using Q800R sonicator (Qsonica, CT). The probe design for human *NEAT1* lncRNA was based on the following parameters: 1 probe /100 bp of RNA length; Target GC% = 45; Oligonucleotide length = 20; Spacing length = 60-80. The 33 antisense *NEAT1* probes were divided into two pools: even and odd. RNA libraries of even- , odd- *NEAT1* pools and negative control (LacZ). Two pools of probes were used in order to exclude false-positive signals (unique to various probes). Only transcripts identified in both pools are considered to be true *NEAT1*-bound RNAs. RNA-Seq libraries were constructed using SMARTer® Stranded Total RNA v2 - Pico (Takara Bio USA, CA). ChIRP-seq was performed on Illumina HiSeq 2500 system (GeneWiz, NJ).

**Immunocytochemistry.** Mice were euthanized by deep anesthesia with compressed CO<sub>2</sub> gas followed by quick cervical dislocation before removing the brains. Brain tissue was cut in 12 µm serial sections. Primary antibody against *Qki*-5 isoform (1:1000 v/v, gift of Dr. Karen Artzt, Univ. of Texas at Austin and Dr. Monica Justice, Baylor College of Medicine) with secondary anti-rabbit AF488 conjugated antibodies (ThermoFisher, CA) were used. Sections stained with secondary antibodies alone were used as controls. DAPI counterstained sections were photographed using a Carl Zeiss AxioImager Z1 microscope and AxioVision Digital Image Processing System version 4.8.2.

**Flow cytometry.** Brain tissue disassociation, nuclei purification with sucrose gradient and antibody staining were carried out according to previously published protocol <sup>15</sup>. Primary antibodies: *Olig2*-FITC (1:50 v/v, EMD Millipore, MO) and *NeuN*-AlexaFluor 647 (1:1000 v/v, Abcam, MA) were used. Flow cytometry was performed on a BD Melody (BD Biosciences, CA). The data were analyzed by the FCS Express 6 software (De Novo Software, CA). Doublets

discrimination analysis was done based on signal processing (height vs. width). *Olig2*<sup>+</sup> and *NeuN*<sup>+</sup> cells were determined based on the FITC and AF674 fluorescence, correspondently.

Figures exemplifying the gating strategy:

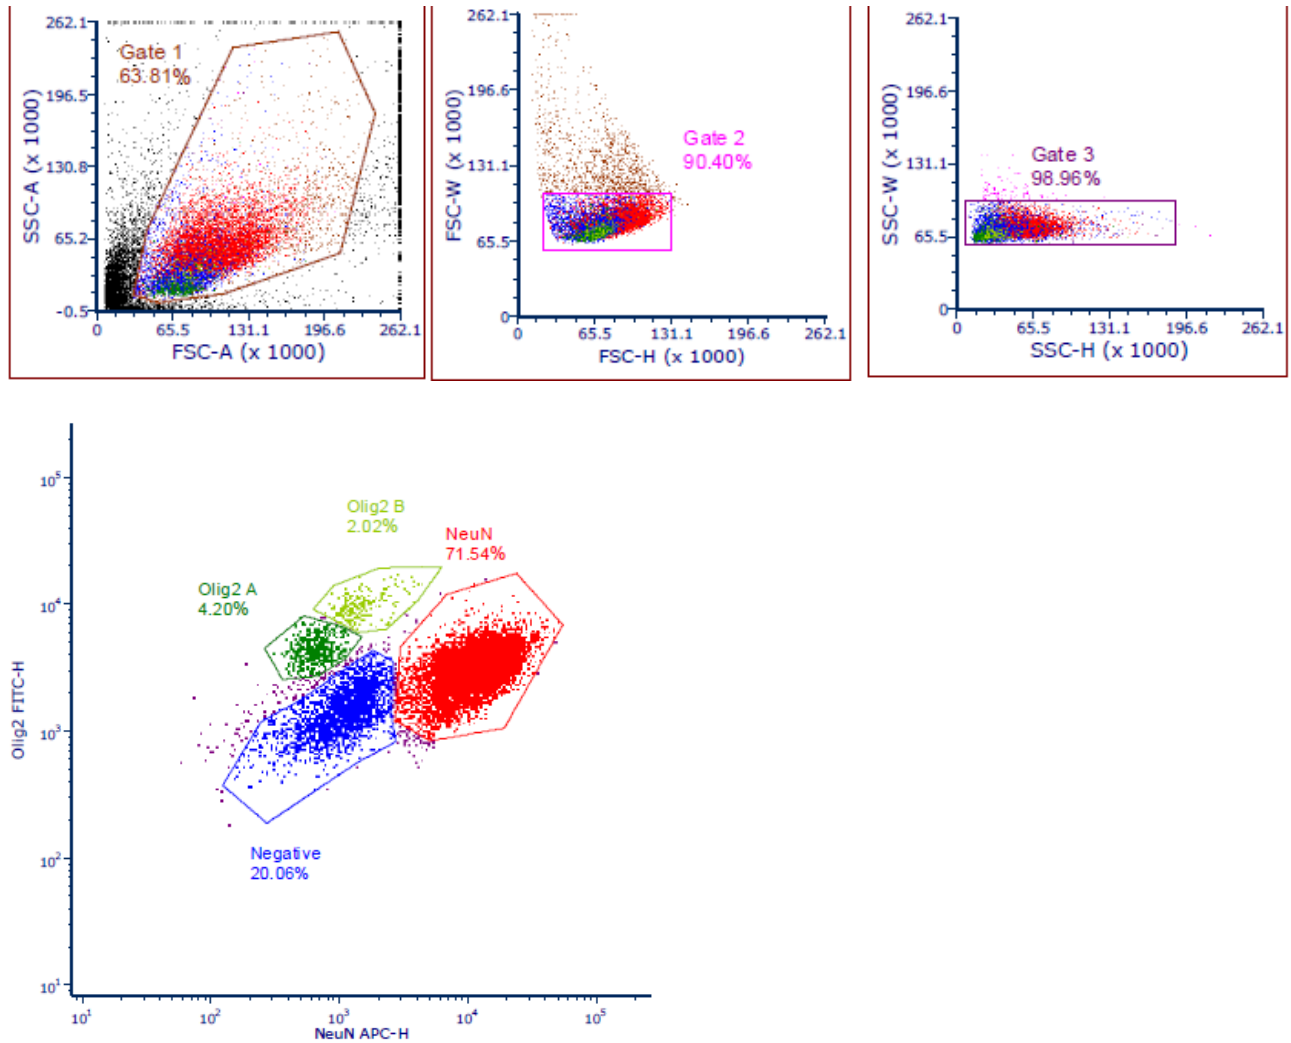

## Reference List

- 1 Katsel, P., Davis, K. L., Gorman, J. M. & Haroutunian, V. Variations in differential gene expression patterns across multiple brain regions in schizophrenia. *Schizophr. Res.* **77**, 241-252, doi:10.1016/j.schres.2005.03.020 (2005).
- 2 Katsel, P. *et al.* Abnormal indices of cell cycle activity in schizophrenia and their potential association with oligodendrocytes. *Neuropsychopharmacology* **33**, 2993-3009, doi:10.1038/npp.2008.19 (2008).
- 3 De Preter, K., Barriot, R., Speleman, F., Vandesompele, J. & Moreau, Y. Positional gene enrichment analysis of gene sets for high-resolution identification of overrepresented chromosomal regions. *Nucleic Acids Res.* **36**, e43, doi:10.1093/nar/gkn114 (2008).
- 4 Katsel, P. & Haroutunian, V. in *Society for Neuroscience Abstracts* (2006).
- 5 Perry, T. L., Hansen, S. & Jones, K. Schizophrenia, tardive dyskinesia, and brain GABA. *Biol. Psychiatry* **25**, 200-206 (1989).
- 6 Davis, K. L. *et al.* White matter changes in schizophrenia: evidence for myelin-related dysfunction. *Arch. Gen. Psychiatry* **60**, 443-456, doi:10.1001/archpsyc.60.5.443 (2003).
- 7 Franklin, K. B. J. & Paxinos, G. *The Mouse Brain in Stereotaxic Coordinates*. (Academic Press, 1997).
- 8 Zeman, W. & Innes, J. R. M. *Craigie's neuroanatomy of the rat*. (Academic Press, 1963).
- 9 Fromer, M. *et al.* Gene expression elucidates functional impact of polygenic risk for schizophrenia. *Nat. Neurosci.*, doi:10.1038/nn.4399 (2016).
- 10 Robinson, M. D. & Oshlack, A. A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biol.* **11**, R25, doi:10.1186/gb-2010-11-3-r25 (2010).
- 11 Ritchie, M. E. *et al.* limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res.* **43**, e47, doi:10.1093/nar/gkv007 (2015).
- 12 Zhang, B. & Horvath, S. A general framework for weighted gene co-expression network analysis. *Stat. Appl. Genet. Mol. Biol.* **4**, Article17, doi:10.2202/1544-6115.1128 (2005).
- 13 Ravasz, E., Somera, A. L., Mongru, D. A., Oltvai, Z. N. & Barabasi, A. L. Hierarchical organization of modularity in metabolic networks. *Science* **297**, 1551-1555, doi:10.1126/science.1073374 (2002).
- 14 Langfelder, P., Zhang, B. & Horvath, S. Defining clusters from a hierarchical cluster tree: the Dynamic Tree Cut package for R. *Bioinformatics* **24**, 719-720, doi:10.1093/bioinformatics/btm563 (2008).
- 15 Kozlenkov, A. *et al.* Substantial DNA methylation differences between two major neuronal subtypes in human brain. *Nucleic Acids Res.* **44**, 2593-2612, doi:10.1093/nar/gkv1304 (2016).

How the deposited data were processed for this re-analysis (not part of the article)

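Frontal cortex RNA of 5 wild-type (WT) and 4 Neat1-/- mice, all female and 2 to 4 months old, was sequenced by the authors after depletion of ribosomal RNA. The authors deposited counts per Ensembl gene and normalized log2 expression values. For the alignment and counting, the submitters' processing notes name STAR 2.5.0 and HTSeq 0.8.0, and the supplementary methods name TopHat 2.0.9, Bowtie 2.1.0 and HTSeq 0.6.0. Both name the mm10 genome. The supplementary methods describe TMM normalization, limma's voomWithQualityWeights with age as a covariate, and genes called at an FDR of 0.05 or less. The deposited log2 values cover 13456 of the 43629 genes in the counts. They equal TMM-normalized log2 CPM less 2 linear covariates.

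The counts were used as deposited, and held 0 entries that name no gene. Names, types and GRCm38 positions came from GENCODE vM21 by Ensembl ID: 42548 IDs had a name, and these held 99.9% of the counts. Total counts ranged from 51276067 to 64648856 per library. Genes were kept by edgeR's filterByExpr by genotype (19753 genes) and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3) with TMM factors, age in months and genotype, and Benjamini-Hochberg adjustment at 0.05. The common biological coefficient of variation was 0.0922. Levels are TMM-normalized CPM. Single genes were also compared by a two-sided exact permutation test of the CPM over 126 splits. Gene lists were tested with camera from limma 3.58.1, at a preset correlation of 0.01 between genes, on log2 CPM with a prior count of 2, adjusted over 34 lists. Called genes within 5 Mb of Neat1 were compared with genes elsewhere by a two-sided Fisher's exact test. Principal components were taken of centred log2 CPM. Analyses outside R used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.

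The design, the alternatives and the gene lists were set before the data were examined, apart from those named in the closing section. The genes named in the text were drawn from Neat1; each gene that the paper names in its text, Table 1, Table S5, Table S12 and Fig. 4a, and the 5 of Table S8 with the largest log2 fold change; the 10 genes per direction with the largest log2 fold change among those called with no overlap between genotypes; and, of each list, up to 4 called members or else the 2 with the highest expression. Values in the paper's tables had been seen. The lists cover mature oligodendrocytes, their progenitors, astrocytes, neurons, glutamatergic and GABAergic neurons, microglia, endothelial, mural, meningeal, choroid and ependymal cells, erythrocytes, striatum, hippocampus, the olfactory bulb, cholesterol biosynthesis, SREBF targets, cytosolic ribosome, Wnt, extracellular matrix, VEGF and TGF-beta, paraspeckle proteins, the node of Ranvier, immediate early genes, the clock, glucocorticoid response, interferon response, mitochondrial mRNAs, and synaptic vesicle exocytosis with neuregulins and ErbB receptors, and 5 lists of the paper.

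The test was run on simulated counts with 19753 genes, the means and library sizes of these samples and genes changed by known folds. It called 42 of 67 genes changed 1.5-fold, 47 of 67 changed 2-fold and 61 of 66 changed 4-fold, each with the right sign, and 12 of 19553 unchanged genes. Alternatives were DESeq2 1.42.0, limma voomWithQualityWeights, other size factors, other filters, other age terms, a replicate block, each library left out, other windows around Neat1, other set tests and other inputs to the principal components. The WGCNA modules, MSigDB sets and commercial pathway annotations of the paper were not available and were not rebuilt. The qPCR, flow cytometry, ChIRP-seq and human data have no deposited values here and were left out.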

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

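The tests of unspliced RNA and of WT replicates 3 and 4 as the source of the oligodendrocyte difference were chosen after the results had been seen. Other splits of the 9 libraries into 5 and 4 were counted over 100 of the 126 possible. As many called genes as the real 14 came from 4 of these 100 splits, the real one included. That share is under 0.05 by a margin that the splits not counted could reverse, so whether chance is excluded is not settled. The highest other split called 616. That split exchanges WT replicate 5 with Neat1-/- replicate 5, which were 4 and 2 months old, and points to a structure of the samples, whose nature was not tested. For the 1639 genes at an unadjusted p under 0.05, 21 splits gave as many, the highest other 4035, and for the 15 gene lists past camera's threshold 18 splits gave as many, the highest other 20, so chance is not excluded for either. For the 11 called genes within 5 Mb of Neat1, Neat1 itself among them, 1 split, the real one, gave as many, and the highest other gave 6. Chance is excluded among the splits counted, and the splits not counted could still change that.

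Called genes gather around Neat1. An effect of Neat1 loss that fades within 1 Mb does not account for all of it, since genes 1 to 5 Mb away were also called more often than on other chromosomes (3 of 143 against 2 of 18982, Fisher's exact test, p = 4.05e-06). At an unadjusted p under 0.05 the share from 1 to 5 Mb was not shown to be higher (11.9% against 8.15%, Fisher's exact test, p = 0.123). Without WT replicates 3 and 4, left out after the data had been seen, it was 14.2% against 7.15%, a difference that was not tested. Within 1 Mb the share was 30.4% with these libraries and 35.9% without them, so an effect that weakens with distance stays open for most genes. The value for the called genes is what a segment of chromosome 19 from another strain, carried along with the allele, would give, and such a segment may explain part of the pattern. An action of Neat1 or of the inserted cassette over several Mb stays open and was not tested, since the counts hold no strain variants.

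Markers of mature oligodendrocytes were lower in Neat1-/- mice as a list by camera, but not with an estimated correlation between genes. Without WT replicates 3 and 4 the median log2 fold change was -0.19, against -0.23 with them, so these libraries alone do not set the size of the difference. Without them 7 markers, not 15, were lower at an unadjusted p under 0.05. The medians of the remaining WT mice, from -0.21 to 0.21, overlapped those of the Neat1-/- mice, from -0.31 to 0.08. Camera gave the mature list an adjusted p of 4.97e-06 without them, and from 1.23e-19 to 0.000152 with each library left out in turn. These p values cannot decide the question, since they use the preset correlation of 0.01 and the estimated one was 0.716. The list did not pass with the estimated correlation (adjusted p = 0.555) or with fry (adjusted p = 0.447). Less white matter in the Neat1-/- samples cannot be told apart from a change within the cells: the median log2 fold change of mature markers lay -0.161 from that of progenitor markers, less than the SD of 0.176 that the mature median has over libraries within genotypes, and its jackknife standard error was 0.160. The genotype itself also stays open as a cause.

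WT replicates 3 and 4 held more counts in gene models of the GENCODE types TEC and sense intronic, at 0.234% and 0.212% against 0.113% to 0.136% in the other 7 libraries. Genomic DNA may explain it, as the 1313 olfactory and vomeronasal receptor genes, summed to at least 40.1 CPM in these libraries and at most 27.9 CPM in the others. More unspliced RNA may also explain it: against the other WT mice, noncoding models inside coding genes were 0.674 higher on the log2 scale than those outside them (bootstrap standard error 0.0260). No biological explanation was tested.

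Frmd8os, which the paper does not discuss, had a log2 fold change of 7.30. Among the other called genes outside those the paper discusses, ENSMUSG00000097188 had a log2 fold change of 0.55, Ppfia3 of 0.22 and B4gat1 of 0.23. In 68 groups of mice, 3 had a mouse far from the rest, and chance gives about 1 in 20. Malat1 in Neat1-/- replicate 4 was the highest of its group, with 0.919 of the group's range between it and the next. Olig1 was highest in WT replicate 1, with 0.819 of the range. The median of mature oligodendrocyte markers was lowest in WT replicate 2, with 0.727 of the range.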

How the results depend on the processing

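Leaving out WT replicates 3 and 4 together, and using 2 covariates recovered from the deposited normalized values, were chosen after seeing the data. Neat1 stayed lower and past the threshold in all alternatives, with log2 fold changes from -3.45 to -3.15 with each library left out. The count of called genes was 75 with DESeq2, 22 with limma, 76 with no filter on low counts, and 8 to 30 with each library left out; that at an unadjusted p was 1037 to 2879 with each library left out. Called genes near Neat1 numbered 18 with DESeq2, with 57 called elsewhere, and 15 with no filter, with 61 elsewhere, against 11 and 3. Without WT replicate 5 there were 13 near Neat1 and 17 elsewhere, and without Neat1-/- replicate 1 there were 8 and 0. With an estimated correlation 0 of the 34 lists passed, and with fry 1, the genes of Table S5. With fry's test for changes in either direction 7 passed. The smallest adjusted p with an estimated correlation was 0.322, which the genes of Table S5, Neat1 among them, also had. Failing that test therefore does not show that a list is unchanged. Genotype accounted for 90.5% of PC1 in the deposited normalized values. Of the genes named in the text, 24 were called with DESeq2, 23 with no filter and 8 to 15 with each library left out. The cause of these changes was not tested. For 25 other genes, 393 of 449 values kept direction and side of the threshold, 46 lost the threshold, 6 passed it and 4 reversed. All 4 were of Id4, which passed in none. Its log2 fold change went from -0.02 to 0 with age as a factor and 0.033 with a replicate block. It was 0.0048 without WT replicate 2 and 0.046 without WT replicate 5 (-0.072 to 0.046 with each library left out). Without WT replicates 3 and 4 it was -0.12, and with the recovered covariates -0.11. With a replicate block 12 genes were called, 9 of them among the 14, and 1935 passed an unadjusted p; the correlations of deviations between mice with the same number were 0.044, -0.045, 0.137 and -0.077, and only number 4 correlated best with its own number, so the numbers do not pair the mice. At these depths, genes changed 1.5-fold were called in 62.7% of simulated cases. Smaller changes were not simulated, so how often they would be missed is not known. The smallest difference among the called genes was 1.16-fold.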

Differences from the paper's values

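The alternatives without WT replicates 3 and 4 and with 2 covariates recovered from the deposited normalized values were chosen after the values had been seen; the others were set before the data were examined. The paper reports 25 genes at an FDR of 0.05 or less, and 14 were found here at an adjusted p under 0.05 from edgeR. Of 18 alternatives set before the data were examined, limma (22 genes) and the fit without WT replicate 5 (30) come within 1.5 times the paper's count, and the others, over a range of 8 to 76, do not. With the recovered covariates, chosen after seeing the values, 19 genes were called, and 11 of the paper's 21 genes of Table S5 were not called, against 12 in edgeR. Of those 21, 9 were called here, 10 with limma and 13 with DESeq2. Pygm was also called with limma, DESeq2, no filter on low counts, without Neat1-/- replicate 3 and with the recovered covariates, and Fkbp2, Brms1 and Pla2g16 with DESeq2 alone. Prpf19, Mrpl11, Ehd1, Fads1, Cnih2, Plcb3, Wdr74 and Prdx5, also in the paper's table, were called in no setting.

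The paper gives 99% of the variance for PC1 and PC2 together, against 45.3% here, and all 13 alternatives set before the data were examined differ from the paper (42.0% to 49.8%).

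Of the paper's 37 t values in Table 1 and Table S5, all had the same sign here and 19 lay within 1 of the paper's. With the recovered covariates, chosen after seeing the values, 37 lay within 1, and 11 of the 21 genes of Table S5 were not called, against 12 in edgeR. In Table 1, the paper's t was -2.74 for Id4, against -0.288 here; no alternative set before the data were examined came within 1 of it. For Sox8 it was -2.30 in the paper and -1.16 here; library size alone and the fits without WT replicate 1, 3 or 4 came within 1, the others did not. For Sox5 it was 2.28 in the paper and 1.04 here; the fit without WT replicate 3 came within 1, the others did not.

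In Table S5, no alternative set before the data were examined came within 1 of the paper's t for Cd6 (-20.3 in the paper, -18.1 here), Fads1 (-4.4 in the paper, -2.58 here), Cnih2 (-4.4 in the paper, -1.35 here), Plcb3 (-4.3 in the paper, -2.83 here) or Wdr74 (-4.3 in the paper, -1.61 here). The fit without WT replicate 3 alone did for Prpf19 (-5.4 in the paper, -3.14 here) and Prdx5 (-4.1 in the paper, -2.35 here), and the fit without WT replicate 5 alone for Slc3a2 (11.4 in the paper, 9.04 here). For Neat1 (-13.7 in the paper, -17.6 here) DESeq2 alone did, for Malat1 (-14.2 in the paper, -9.93 here) no filter on low counts and the block on replicate number, and for Rtn3 (14.1 in the paper, 12.0 here) limma and library size alone. For Fkbp2 (-5.6 in the paper, -4.41 here), Brms1 (-5.5 in the paper, -4.38 here) and Mrpl11 (-4.6 in the paper, -3.46 here), limma, library size alone, at least 10 counts in every library and the fit without WT replicate 3 did, and for Fkbp2 also the fit without Neat1-/- replicate 4. For Frmd8 (25.2 in the paper, 26.5 here), 8 of 18 did: library size alone, age as a factor, the block on replicate number, and the fits without WT replicate 1, 3, 4 or 5 or Neat1-/- replicate 3. In each case the other alternatives did not.

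The paper's fold changes of single genes, in its text and Table S12, are near 10 to the power of the log2 fold change, not 2 to that power. The range of fold changes that it states for its genes after correction does not follow this scale. Its upper end lies below the values of Neat1 (2115) and Cd6 (1277) on the scale of 10. For Neat1 the paper gives over 1000, against 2115 on the scale of 10 and 10.0 on the scale of 2, and for Frmd8 30, against 31.6 and 2.83. For Malat1 the paper gives 3, against 3.94 on the scale of 10 and 1.51 on the scale of 2; no alternative set before the data were examined came within the error of the log2 fold change. Without WT replicates 3 and 4, chosen after seeing the values, it was 3.24 on the scale of 10, and 13 of the paper's 21 genes of Table S5 were not called, against 12 in edgeR. For Qk the paper's Table S12 gives 1.1, against -1.12 on the scale of 10 and a 1.03-fold lower level on the scale of 2. All alternatives set before the data were examined have the sign found here. The log2 fold change was -0.05 (standard error 0.040, adjusted p = 0.752 from edgeR), so no direction was established. Counts per gene do not separate the isoforms Qki-5 and Qki-6, for which the paper reports higher levels.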

Other observations

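The fits without WT replicates 3 and 4 and with recovered covariates were chosen after the results had been seen. Immediate early genes, which respond to neuronal activity, were lower in Neat1-/- mice as a list by camera. The list did not pass with an estimated correlation between genes (adjusted p = 0.555). Of 26 genes, 22 had a negative log2 fold change, with a median of -0.13. Arc, a synaptic immediate early gene, was at 205 ± 53.3 CPM (SD, n = 5) in WT and 154 ± 22.0 CPM (SD, n = 4) in Neat1-/- mice, and Homer1, a scaffold of the postsynaptic density, at 464 ± 28.6 and 414 ± 31.3 CPM. Over all genes tested 0 passed an adjusted p of 0.05 from edgeR or limma, and DESeq2 called 1 higher and 2 lower; at an unadjusted p under 0.05 from edgeR 2 were higher and 9 lower, and 1 higher and 7 lower when adjusted over the list alone. The list was lower by camera (adjusted p = 0.00084, adjusted p = 0.555 with an estimated correlation, and adjusted p = 1.77e-05 without WT replicates 3 and 4).

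Microglial genes were higher as a list, 16 of 22 with a positive log2 fold change (camera, adjusted p = 0.00511, adjusted p = 0.555 with an estimated correlation, adjusted p = 0.0581 without WT replicate 3, and adjusted p = 0.649 without WT replicates 3 and 4). Of 17 choroid plexus and ependymal genes 16 had a negative log2 fold change (camera, adjusted p = 0.00549, adjusted p = 0.555 with an estimated correlation, adjusted p = 0.165 without WT replicate 3, and adjusted p = 0.0765 without WT replicates 3 and 4). Ttr, a carrier of thyroid hormone made by the choroid plexus, was at 102 CPM in WT replicate 3, at 14.7 to 20.2 CPM in the other 4 WT mice and at 9.55 to 20.6 CPM in the Neat1-/- mice, so that its log2 fold change of -1.14 was -0.094 without WT replicates 3 and 4. The 9 mRNAs of the mitochondrial genome had a median log2 fold change of 0.03 (camera, adjusted p = 0.0434, adjusted p = 0.555 with an estimated correlation, and adjusted p = 0.33 without WT replicates 3 and 4), and the list passed in 12 of 21 alternatives set beforehand, with an adjusted p of up to 0.906. The genes of Table S5, chosen by the study on these samples, were lower as a list (camera, adjusted p = 3.33e-08, and adjusted p = 0.322 with an estimated correlation).

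The other cell type and tissue lists did not pass by camera: the adjusted p was 0.052 for astrocytes, 0.291 for neurons, 0.551 for glutamatergic and 0.695 for GABAergic neurons, 0.108 for endothelial cells, 0.374 for mural cells, 0.108 for meningeal fibroblasts, 0.052 for erythrocytes, 0.19 for striatum, 0.367 for hippocampus and 0.797 for the olfactory bulb. It was 0.19 for the clock, 0.202 for the glucocorticoid response and 0.645 for the interferon response. Over 21 alternatives set beforehand, astrocytes passed in 8, erythrocytes in 8, meningeal fibroblasts in 7, endothelial cells in 5, mural cells, striatum, the clock and the glucocorticoid response in 1 each, and the other lists of this paragraph in 0. With recovered covariates mural cells (adjusted p = 0.0143), the clock (0.0157) and the glucocorticoid response (0.00374) passed, and without WT replicates 3 and 4 mural cells did (0.00925). Of the 34 lists, 6 were higher and 9 lower by camera, and 0 with an estimated correlation. Even the genes of Table S5, Neat1 among them, failed with it, so failing it does not show that a list is unchanged.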
